# *Drosophila* TET acts with PRC1 to activate gene expression independently of its catalytic activity

**DOI:** 10.1126/sciadv.adn5861

**Published:** 2024-05-03

**Authors:** Guerric Gilbert, Yoan Renaud, Camille Teste, Nadège Anglaret, Romane Bertrand, Sven Hoehn, Tomasz P. Jurkowski, Bernd Schuettengruber, Giacomo Cavalli, Lucas Waltzer, Laurence Vandel

## Abstract

Enzymes of the ten-eleven translocation (TET) family play a key role in the regulation of gene expression by oxidizing 5-methylcytosine (5mC), a prominent epigenetic mark in many species. Yet, TET proteins also have less characterized noncanonical modes of action, notably in *Drosophila*, whose genome is devoid of 5mC. Here, we show that *Drosophila* TET activates the expression of genes required for larval central nervous system (CNS) development mainly in a catalytic-independent manner. Genome-wide profiling shows that TET is recruited to enhancer and promoter regions bound by Polycomb group complex (PcG) proteins. We found that TET interacts and colocalizes on chromatin preferentially with Polycomb repressor complex 1 (PRC1) rather than PRC2. Furthermore, PRC1 but not PRC2 is required for the activation of TET target genes. Last, our results suggest that TET and PRC1 binding to activated genes is interdependent. These data highlight the importance of TET noncatalytic function and the role of PRC1 for gene activation in the *Drosophila* larval CNS.

## INTRODUCTION

Epigenetic enzymes are involved in reversible modifications of DNA or histones, which affect chromatin structure and recruitment of chromatin binding factors (*1*). Thereby, they play an important role in genome biology notably by regulating gene transcription, DNA replication, or genome stability. Accordingly, the balanced action of writers, which deposit epigenetic modifications and erasers, which remove these marks, controls cell fate determination and differentiation in multicellular organisms. Mutations affecting these enzymes can cause developmental defects and various pathologies, including cancers and neurodegenerative disorders (*2*, *3*). Drugs targeting the enzymatic activity of these factors have thus emerged as promising therapeutics (*4*). Yet, recent studies revealed that several epigenetic enzymes also have crucial catalytic-independent functions (*5*), calling for a careful reexamination of the bases for their loss-of-function phenotypes.

Since 2009, members of the ten-eleven translocation (TET) family have emerged as key players in the epigenetic regulation of gene expression (*6*). TET proteins are Fe^2+^- and 2-oxoglutarate–dependent dioxygenases capable of oxidizing 5-methylcytosine (5mC) on DNA into 5-hydroxymethylcytosine (5hmC) and further oxidized derivatives, which serve as intermediate products in the cytosine demethylation cascade or as stable epigenetic marks with distinct regulatory roles (*7*–*11*). As 5mC is a prevalent epigenetic mark in many species (*12*), the discovery of 5mC “demethylases” has sparked much interest. TET enzymes are conserved across evolution in metazoans, and their functions have been particularly well studied in mammals, where the three TET paralogs (TET1 to TET3) are implicated in a variety of biological processes including regulation of embryonic stem cell pluripotency, blood cell differentiation, and immune response or nervous system development and neuronal plasticity (*13*). Their role is also highlighted in human pathologies as somatic mutations affecting *TET* genes are frequently associated with the development of various cancers, in particular leukemia (*14*), and germline mutations have been linked to blood cell transformation (*15*, *16*) or neurodevelopmental and neurodegenerative disorders (*17*–*19*).

So far, TET protein activity has been largely associated with their capacity to oxidize 5mC, thereby regulating transcription by promoting DNA hypomethylation (*6*). Consistently, most studies focused on the link between TET and 5mC/5hmC levels, in particular in pathological contexts such as leukemia or neurodevelopmental and neurodegenerative disorders (*13*, *14*). Still, less-studied noncanonical modes of actions have been described that contribute to TET functions (*6*). First, TET can oxidize methylcytosines on RNA (m5C) (*20*), and it was proposed that TET-mediated hydroxymethylation of mRNA (*6*, *21*, *22*) or tRNA (*23*, *24*) regulates gene expression at the posttranscriptional level. Second, it was shown in vertebrates that some TET functions are independent of their enzymatic activity (*6*, *25*–*27*). TET proteins also control gene expression by interacting with other factors implicated in chromatin regulation (*6*). For instance, recent evidence showed that TET1 can repress gene expression in a catalytic-independent manner by recruiting the Polycomb repressive complex 2 (PRC2) and the Sin3A deacetylase to target histone H3 lysine 27 (H3K27) modifications in embryonic stem cells (*26*, *28*).

The *Drosophila* genome contains a single and well-conserved *Tet* gene although it does not contain 5mC DNA methyltransferase genes and is largely devoid of this epigenetic mark (*29*, *30*). This insect thus stands as a valuable model system to investigate TET noncanonical functions. The complete loss of *Tet* expression is lethal at the pupal stage (*31*–*33*), indicating that TET plays a vital role in this organism. Further analyses showed that *Tet* loss or knockdown affects ovarian development (*32*, *33*), zygotic genome activation in the early embryo (*34*), larval locomotion (*32*), as well as larval and adult brain development (*31*, *35*–*37*). At the molecular level, TET function was attributed either to the oxidation of m5C on mRNA to promote translation (*31*) or to the oxidation of 6-methyladenine (6mA) on DNA to control transcription (*33*, *37*). However, the direct impact of TET enzymes on mRNA modifications remains disputed notably because hm5C is essentially detected on tRNAs (*23*, *24*, *37*). In addition, the presence and potential significance of 6mA in metazoan genomes remain highly controversial (*38*), and the capacity of *Drosophila* TET to oxidize 6mA is at odds with the conserved structure of its catalytic domain (CD), which lacks crucial amino acids necessary for 6mA recognition and oxidation in more distant TET homologs or the related alkane hydroxylase AlkB family of 6mA demethylase (*39*, *40*). Along that line, our recent results support the conclusion that TET does not act as a 6mA demethylase in *Drosophila* and showed that, in contrast to TET expression, its catalytic activity is dispensable for adult fly emergence, survival, and reproduction (*41*). Thus, TET essentially acts in a catalytic-independent manner in *Drosophila*, but the underlying molecular mechanisms remain unknown.

To fill this gap, we investigated the TET mode of action in the larval central nervous system (CNS). By comparing the phenotypes associated with the absence of TET expression or only of its catalytic activity and using a combination of genetics, transcriptomics, and chromatin profiling, we show that TET can directly activate gene transcription independently of its catalytic activity. Our results show that TET collaborates with Polycomb components for its gene regulatory activity. Polycomb group (PcG) proteins are organized into two main complexes, the Polycomb repressor complex 1 (PRC1) and PRC2, which are well known for their function in the maintenance of a repressive chromatin state, with PRC2 depositing the H3K27me3 repressive mark and PRC1 the H2AK118ub mark (*42*, *43*). PcG complexes are also found in active chromatin regions, and several lines of evidence indicate that PRC1 can act independently of PRC2 to activate gene expression, in particular in *Drosophila* (*44*–*49*). Our data show that TET preferentially colocalizes with PRC1 rather than with PRC2 on chromatin and that TET interacts with PRC1 but not with PRC2 in the larval CNS. Moreover, it appears that PRC1 is required for the activation of TET target genes, while PRC2 is dispensable. In addition, we found that TET and PRC1 facilitate each other’s recruitment to chromatin on TET-activated target genes. Our results highlight a hitherto unknown mode of gene expression regulation by TET, which does not require its catalytic activity, and support a role for PRC1 in the activation of gene transcription independently of PRC2.

## RESULTS

### TET controls larval CNS development mainly in a catalytic-independent manner

To analyze TET catalytic and noncatalytic functions in the larval CNS, we made use of two alleles: *Tet^null^* (*31*), which carries a clean deletion abolishing the transcription of all *Tet* isoforms, and *Tet^CD^* (for *Tet Catalytic Dead*) (*41*), which carries a double point mutation (HrD to YrA) in the conserved iron binding motif required for the catalytic activity of TET/AlkB family of enzymes (*50*). Consistently, in vitro enzymatic assays showed that the recombinant CD of *Drosophila* TET carrying this point mutation was unable to oxidize 5mC into 5hmC, whereas we observed efficient oxidation using the wild-type counterpart (fig. S1). Besides, unlike *Tet^null^* homozygous, which die at the pupal stage, *Tet^CD^* flies are viable (*41*), indicating that TET enzymatic activity is largely dispensable for fly development. It was shown that RNA interference (RNAi)–mediated *Tet* knockdown or allelic combinations causing a strong decrease in *Tet* expression led to a reduction in the expression of the axon guidance ligand Slit (*35*, *36*), which is normally expressed in midline glial cells of the larval CNS. Consistent with the role of Slit, this reduction was associated with axon guidance defects in the ventral nerve cord (VNC) as revealed by immunostaining against the adhesion molecule Fasciclin 3 (Fas3) (*35*, *36*). In line with these observations, Slit levels were strongly decreased in the VNC of *Tet^null^* larvae as compared to control (Fig. 1, A, B, and D). However, they were not affected in *Tet^CD^* (Fig. 1, A, C, and D). Similarly, Fas3 immunostainings revealed that longitudinal axon projections were interrupted (white arrowheads) in ~66% of the cases in the absence of *Tet* expression, while they were not affected in *Tet^CD^* larvae or wild-type conditions (Fig. 1, E to H). These results indicate that TET controls Slit expression and axonal projections independently of its enzymatic activity.

**Fig. 1.**
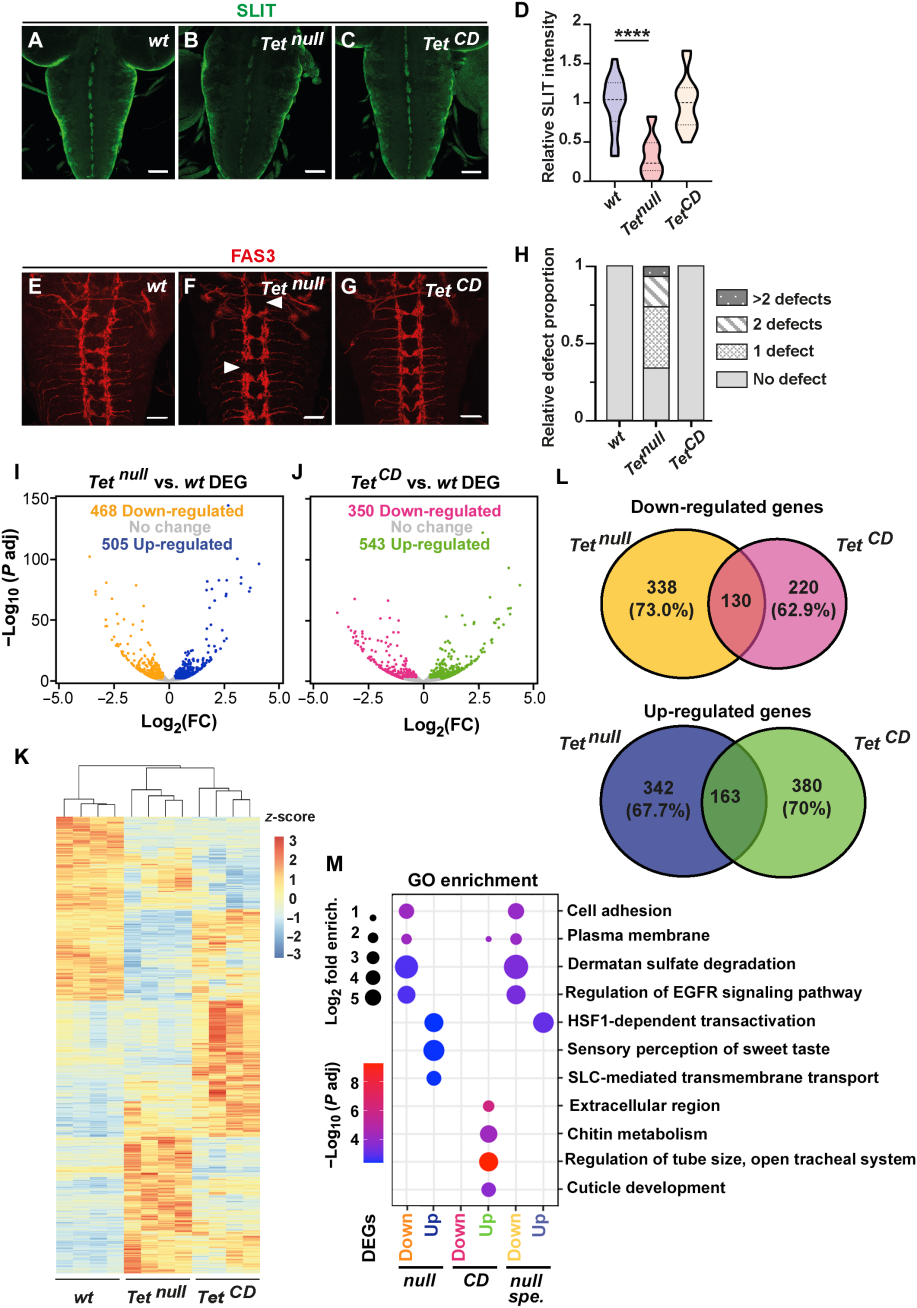
TET controls larval CNS development mainly in a catalytic-independent manner. (**A** to **C**) Immunostaining showing Slit expression in the VNC of wild-type (A, *wt*), *Tet^null^* (B), and *Tet^CD^* (C) third instar larvae. Scale bars, 50 μm. (**D**) Quantifications of Slit expression levels (*n* = 15 larvae per genotype). One-way analysis of variance (ANOVA), ****P < 0.0001. (**E** to **G**) Immunostaining of Fas3 expression in the VNC of wild-type (E), *Tet^null^* (F), and *Tet^CD^* (G) third instar larvae. Interruptions in the axonal chain are indicated by white arrowheads. Scale bars, 50 μm. (**H**) Quantifications of the proportion of larvae with axonal chain interruptions (*n* = 20 larvae per genotype). (**I** and **J**) Volcano plots illustrating differentially expressed genes [DEG; adjusted *P* value < 0.01; fold change (FC) > 1.2] between wild-type and *Tet^null^* (I) or *Tet^CD^* (J) CNS as determined by RNA-seq. (**K**) Heatmap and hierarchical clustering of the differentially expressed genes for the indicated genotypes. (**L**) Venn diagrams representing the overlap between the genes either down-regulated (top) or up-regulated (bottom) in the absence of TET expression (*Tet^null^*) or of its catalytic activity (*Tet^CD^*). (**M**) Main Gene Ontology (GO) categories overrepresented among all the genes down- or up-regulated in either *Tet^null^* or *Tet^CD^* and those deregulated specifically in *Tet^null^* but not in *Tet^CD^* (*null spe*.). HSF1, Heat Shock Transcription Factor 1; SLC, Solute-Carrier.

To gain deeper molecular insights into the possible catalytic and noncatalytic functions of TET, we established the genome-wide expression profile of *Tet^null^*, *Tet^CD^*, and wild-type third instar larval CNS by RNA sequencing (RNA-seq). 

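RNA-seq values were available here for 4 libraries from wild-type and 4 from *Tet CD* larval CNS, each made from 30 brains; the *Tet null* libraries were not analysed here. The authors aligned the reads to dm6, counted them on genes and computed RPKM values (reads per kilobase of exon, scaled to the size of the library), which were used here. Whole reads can still be read from these values. With the exon lengths of the current Ensembl annotation, a later release than the authors used, between 97.6 and 98.1% of the values under 0.3 RPKM in each library lay within 0.01 of a whole number of reads. The steps between them gave library sizes of 17900000, 19300000, 18400000 and 19100000 reads for *Tet CD* replicates 1 to 4 (median 18800000) and of 17500000, 32600000, 25800000 and 21700000 reads for wild-type replicates 1 to 4 (median 23800000). A gene of the median exon length, 2078 bases, has 18.2 reads at 0.5 RPKM in the shallowest library. Expression was compared on the log2(RPKM + 0.5) scale with limma, for the 9357 genes with a mean of at least 0.5 RPKM over the 8 libraries, and a gene was called at a Benjamini-Hochberg adjusted p below 0.01 with a fold change above 1.2, the thresholds of Fig. 1. Fold changes on this scale understate the change of genes with low values. Across genes, the log2 values of wild-type libraries correlated at 0.988 to 0.993 with each other, and those of *Tet CD* libraries at 0.971 to 0.987.

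*Tet* itself lies on chromosome 3L of dm6 from 2786207 to 2879158. The paper's strain list gives the *Tet CD* allele as *Tet CD-GFP*, and whether a GFP tag changes the transcript level was not tested. Because *Tet CD* carries point mutations and no deletion, its transcript is still measured in the mutant. It was 82.6 ± 5.07 RPKM (SD, n = 4) in wild type and 55.2 ± 25.5 RPKM (SD, n = 4) in *Tet CD*, a log2 fold change of −0.70 (standard error 0.29, adjusted p = 0.153 from limma). The Tet log2 fold change was −0.43 without *Tet CD* replicate 2 and −0.93 without *Tet CD* replicate 1. With limma's weights on libraries it was −1.01 and past the threshold, and with the trend over exon length removed from each library it was −0.46 and not past it. Replicates 1 and 4 of *Tet CD* had 81.0 and 72.4 RPKM, close to the wild-type libraries, whereas replicates 2 and 3 had 28.3 and 39.2 RPKM. The exons of *Tet* add up to 13823 bases, and long genes in general were low in replicates 2 and 3: in the longest of 5 equal classes of exon length, the median log2 ratio to the wild-type mean was −0.32 in replicate 2 and −0.12 in replicate 3, against 0.0050 in replicate 1 and 0.03 in replicate 4.

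**Figure D1:**
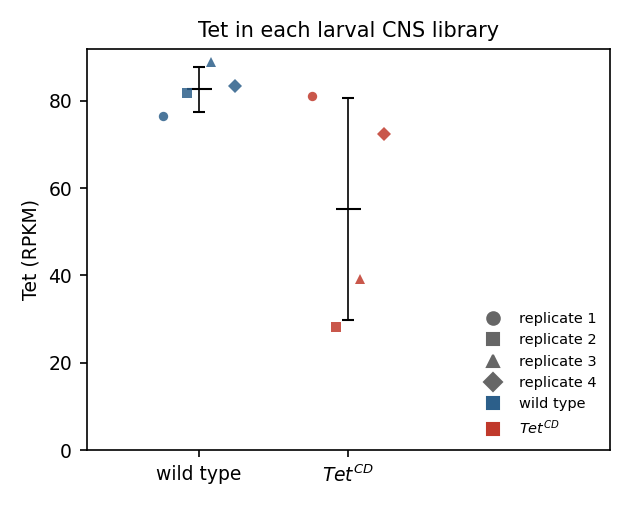
*Tet* expression in RPKM (vertical axis) in each of the 4 wild-type and 4 *Tet CD* libraries, with the mean and SD of each group as black bars. The wild-type libraries lie between 76.4 and 88.8 RPKM, and *Tet CD* replicates 2 and 3 lie at 28.3 and 39.2 RPKM.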

Differential gene expression analyses showed that complete TET loss was associated with the activation of the expression of 505 genes and the down-regulation of 468 genes (Fig. 1I and table S1). Similarly, the loss of TET catalytic activity led to the up-regulation of 543 genes and the down-regulation of 350 genes (Fig. 1J and table S2). 

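In the deposited RPKM values, 109 genes were higher and 126 lower in *Tet CD* than in wild type at these thresholds, out of 9357 tested. None of these 235 genes overlapped between the 4 *Tet CD* and the 4 wild-type libraries. Chance gives this for 2.86% of genes not selected on these libraries, but the 235 were selected on them, so the lack of overlap is no independent evidence. The median log2 fold change was 0.94 among the genes that rose and −1.14 among those that fell. Leaving out 1 library at a time gave 52 to 205 higher and 71 to 203 lower genes. The choice that moved the counts most was limma's weighting of libraries, which gave 826 higher and 1024 lower genes with a weight of 6.32 on *Tet CD* replicate 3.

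The 3 largest rises without overlap were all on the X chromosome (coordinates in dm6). *CR40469* (FBgn0058469, 122493 to 122706) rose from 4.75 ± 1.84 RPKM (SD, n = 4) in wild type to 351 ± 46.6 RPKM (SD, n = 4) in *Tet CD*, a log2 fold change of 6.13 (standard error 0.23, adjusted p = 1.01e-06 from limma). *CG11697* (FBgn0030313, 11572707 to 11573640) had 0.245 ± 0.166 RPKM in wild type, where it had between 1 and 11 reads, and 47.2 ± 7.71 RPKM in *Tet CD* (log2 fold change 6.01, adjusted p = 1.89e-07 from limma). *CR44383* (FBgn0265533, 15796477 to 15796897) had at most 1 read in any wild-type library and 18.3 ± 2.17 RPKM in *Tet CD*, which was at least 44.9-fold higher. The 3 largest falls were on chromosome 3L. The small nucleolar RNA gene at 7639717 to 7639794 (*snoRNA:Me18S-A1806*) had 19.6 ± 4.06 RPKM in wild type and at most 1 read in any *Tet CD* library, at least 9.14-fold lower. The one at 827312 to 827383 (*snoRNA:Me28S-C788a*), inside *CG13900*, was listed at 0 in every *Tet CD* library and had 12.9 ± 4.59 RPKM in wild type, at least 5.55-fold higher. These genes span 78 and 72 bases and had at most 57 and 38 reads in any wild-type library. Both are shorter than the reads the paper describes, so a read counted on them can come from a longer transcript. These values therefore do not show a loss of the small RNAs themselves. *CG32368* (FBgn0052368, 7915437 to 7915846) fell from 44.1 ± 17.3 to 1.61 ± 0.595 RPKM (log2 fold change −4.35, standard error 0.31, adjusted p = 4.26e-05 from limma).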

Hierarchical clustering and Venn diagram analyses showed a distinct pattern of gene deregulation between these two mutant conditions, with limited overlap between the genes either up- or down-regulated in the CNS of *Tet^null^* and *Tet^CD^* larvae (Fig. 1, K and L). Hence, loss of TET expression or of its catalytic activity leads to distinct transcriptome changes. Around 70% (680 of 973) of the genes deregulated in *Tet^null^* are not affected in *Tet^CD^* (Fig. 1L), indicating that TET controls gene expression of many genes in a catalytic-independent manner in the larval CNS.

Consistently, gene set enrichment identified distinct signatures between gene sets deregulated in *Tet^null^* or *Tet^CD^* (Fig. 1M and table S3). For instance, up-regulated genes were associated with sensory perception of sweet taste, heat response, or transmembrane transport in *Tet^null^*, whereas they were implicated in tracheal and cuticle development or chitin and cuticle metabolism in *Tet^CD^*. 

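The genes that table S3 lists behind the *Tet CD* terms were followed in each library. The study selected them on the same libraries, so their direction is not independent evidence. Of the 15 genes listed for tracheal tube size, all 15 were tested and all were higher in *Tet CD*, with a median log2 fold change of 0.69 and a range of 0.39 to 1.18. None of them passed the adjusted p threshold over all 9357 genes, all 15 had an unadjusted p below 0.05, and 14 passed when the p-values were adjusted over the list alone. For chitin metabolism, 14 of the 15 listed genes were tested and all 14 were higher (median 1.00), with 3 called over all genes and 12 adjusted over the list alone. For cuticle development, 20 of the 25 listed genes were tested and all 20 were higher (median 1.09), with 3 called over all genes and 18 adjusted over the list alone. The 3 lists share members and hold 41 tested genes in all, 5 of which were called.

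The called genes were *Ddc*, *exp*, *CG6933*, *CG3348* and *Cpr51A*, which are named here because they were called, and so were chosen after their values were seen. *Ddc* (FBgn0000422, 2L from 19116483 to 19120306 in dm6) rose from 9.59 ± 0.872 RPKM (SD, n = 4) to 19.8 ± 1.57 RPKM (SD, n = 4), a log2 fold change of 1.01 (standard error 0.08, adjusted p = 0.000138 from limma). *CG3348* (FBgn0040609, 3R from 27291535 to 27292209) rose from 9.56 ± 1.80 to 28.6 ± 1.88 RPKM, and *Cpr51A* (FBgn0033942, 2R from 14512559 to 14515211) from 6.73 ± 2.04 to 23.5 ± 8.22 RPKM. *exp* (FBgn0033668) rose from 0.726 ± 0.274 to 2.12 ± 0.273 RPKM, and *CG6933* (FBgn0036952) was at 0.0217 ± 0.0307 RPKM in wild type, too few reads for a fold change, and 1.34 ± 0.543 RPKM in *Tet CD*. With *CG6933* at its lower bound, the median of the chitin list was also 1.00. *CG3348* and *exp* each overlap a gene on the other strand, and whether reads were counted by strand is not stated. Among the marker genes that were not called, *obst-A* and *verm* belong to more than 1 list and had log2 fold changes of 1.18 (adjusted p = 0.0229 from limma) and 0.85 (adjusted p = 0.0419). The rise differed between replicates: the median log2 ratio of the chitin list to the wild-type mean was 1.43, 1.16, 0.87 and 0.64 in *Tet CD* replicates 1 to 4, and ranged from −0.52 in wild-type replicate 3 to 0.36 in wild-type replicate 1. The level of *Gasp*, *serp* and *knk*, tracheal markers outside these lists, was also used as a covariate in each library. The median log2 rise of the 41 genes was then 0.23 in place of 0.88. These markers were themselves higher in *Tet CD*, with log2 fold changes of 1.26, 0.54 and 0.79. The covariate therefore takes out part of the genotype difference whatever its cause. It cannot separate more tracheal tissue from a rise of tracheal genes in *Tet CD*.

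**Figure D2:**
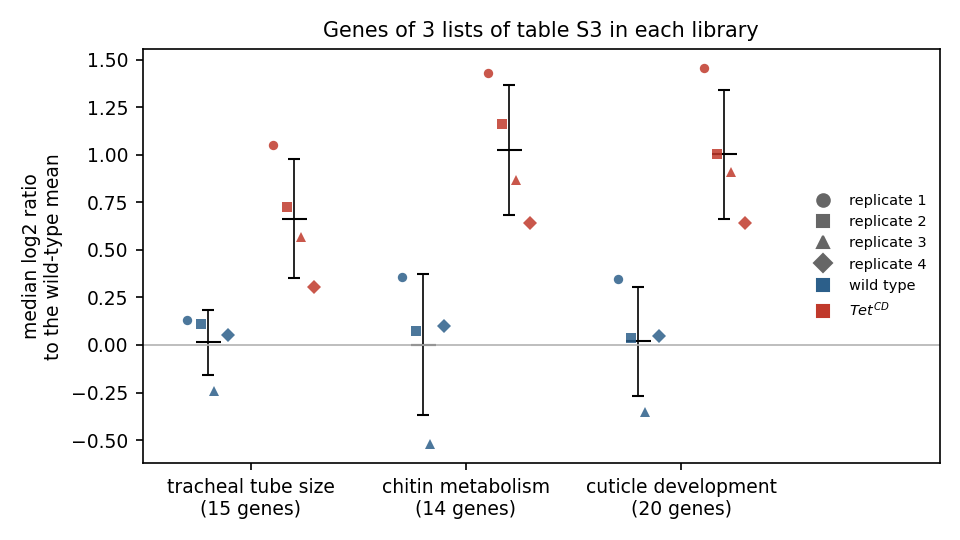
Median log2 ratio to the wild-type mean (vertical axis) of the tested genes of 3 lists of table S3 in each library; symbols mark the replicate, and black bars give the mean and SD of each group. In each list the 4 *Tet CD* libraries lie above the 4 wild-type libraries and decline from replicate 1 to replicate 4, for cuticle development from 1.46 to 0.64.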

Down-regulated genes were associated with cell adhesion, dermatan sulfate degradation, or epidermal growth factor receptor (EGFR) signaling pathway in *Tet^null^*, while no notable enrichment was found in *Tet^CD^*. 

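Of the 126 genes that were lower in *Tet CD*, 36 lay on chromosome 2L, 36 on 3L, 22 on 3R, 18 on X, 9 on 2R and 1 on 4. The group on 2L held 17 copies of the histone gene *His4* in the histone cluster between 21419531 and 21534610 (dm6). Their median level was 3.32 RPKM in wild type and 0.518 RPKM in *Tet CD*, with a median log2 fold change of −1.75. The copies are nearly identical, so their reads cannot be assigned with certainty and the 17 calls are not separate observations. The genes listed in table S3 for *Tet null* terms were also followed in *Tet CD*. For cell adhesion, 24 of 25 genes were tested, none was called over all genes, 13 had an unadjusted p below 0.05, and 6 had an adjusted p below 0.05. They moved both ways around a median log2 fold change of −0.14, with 18 lower and 6 higher. The range was from −1.08 for *Dscam4*, which was at 30.2 ± 10.1 RPKM (SD, n = 4) against 62.1 ± 4.39 RPKM (SD, n = 4) in wild type (adjusted p = 0.0115 from limma), to 0.81 for *chp* (adjusted p = 0.0495 from limma). *Dscam4* and *His4* were chosen after their values were seen. Adjusted over the list alone, 1 rose and 2 fell. For dermatan sulfate degradation, 3 of 4 genes were tested and none was called, with 2 at an unadjusted p below 0.05 and a median of −0.31.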

The enriched terms in *Tet^null^* were essentially contributed by genes deregulated in a catalytic-independent manner (i.e., genes affected in *Tet^null^* only) (Fig. 1M and table S3). For instance, of the 10 genes of the EGFR pathway down-regulated in *Tet^null^*, 9 were not affected in *Tet^CD^* and 8 coded for negative regulators, suggesting that TET contributes in an enzymatic-independent manner to the regulation of the EGFR pathway, which is important for ventral midline glial cells development (*51*, *52*). 

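All 10 EGFR pathway genes listed in table S3 were tested in *Tet CD*, and 1 of them, *kek2*, was called. It fell in every *Tet CD* library, to 18.1 ± 3.82 RPKM (SD, n = 4) from 78.1 ± 14.6 RPKM (SD, n = 4) in wild type, a log2 fold change of −2.09 (standard error 0.17, adjusted p = 0.000126 from limma), and stayed between −2.21 and −1.95 with each library left out in turn. *kek2* (FBgn0015400) lies on 2L from 11581937 to 11626883 in dm6. The other 9 genes, with the 7 other negative regulators among them, were not called. Of these, *ru* was higher in *Tet CD* (log2 fold change 0.44, adjusted p = 0.153 from limma), and 8 were lower by small amounts, from −0.01 for *rau* to −0.32 for *kek4* (adjusted p = 0.135). The log2 fold change of *ru* was 0.25 without wild-type replicate 3. *aos* was at 15.9 ± 0.619 RPKM against 16.8 ± 0.371 RPKM, a log2 fold change of −0.08 (standard error 0.05, adjusted p = 0.358). With limma's weights on libraries, *Cbl* was also called, with a log2 fold change of −0.32. The count of 1 called gene was the same when adjusted over the list alone, and 5 of the 10 genes had an unadjusted p below 0.05. The sign for *rau* changed to 0.045 without wild-type replicate 1, and the median of the 10 genes moved from −0.16 to −0.10 without *Tet CD* replicate 2. With the trend over exon length removed, *kek5* went from −0.14 to −0.02, *kek1* from −0.17 to −0.07, *Fas2* from −0.15 to −0.01 and *Cbl* from −0.25 to −0.14. The others moved less: *kek2* was at −1.96, *kek4* at −0.31, *CanA1* at −0.21, *aos* at −0.07, *rau* at −0.02 and *ru* at 0.42. From the genes of this pathway that were not affected in *Tet CD*, the paper proposes that TET contributes to EGFR regulation without its enzymatic activity.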

Reminiscent of the projection defects observed specifically in *Tet^null^* larvae (Fig. 1, E to H), many genes implicated in axonal guidance including *slit* as well as *Ephrin* and *Ephrin receptor tyrosine kinase (Eph)* (*53*), *failed axon connections* (*fax*) (*54*), *Fasciclin 2* (*Fas2*) (*55*), *Laminin A* (*LanA*) (*56*), or *off-track* (*otk*) (*57*) were down-regulated in *Tet^null^* but not in *Tet^CD^* (tables S1 and S2).

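In *Tet CD*, none of these 7 genes passed the thresholds over all genes tested or adjusted over the list alone, and 5 had an unadjusted p below 0.05. *sli* (FBgn0264089, 2R from 15869495 to 15922118 in dm6) was at 78.2 ± 7.60 RPKM (SD, n = 4) in *Tet CD* and 91.1 ± 5.84 RPKM (SD, n = 4) in wild type, a log2 fold change of −0.22 (standard error 0.08, adjusted p = 0.0988 from limma). The log2 fold change was −0.24 for *Ephrin* (adjusted p = 0.188 from limma), −0.22 for *Eph* (0.0869), −0.15 for *Fas2* (0.132) and −0.14 for *otk* (0.260). *fax* (FBgn0014163, 3L from 16402796 to 16411828) was lower in all 4 *Tet CD* libraries than in any wild-type library, with 830 ± 148 against 1113 ± 39.7 RPKM, a log2 fold change of −0.44 (standard error 0.11, adjusted p = 0.0450). *LanA* (FBgn0002526, 3L from 6203831 to 6218022) was higher, with 22.3 ± 3.02 against 15.4 ± 2.35 RPKM, a log2 fold change of 0.52 (standard error 0.12, adjusted p = 0.0333). Limma's weights on libraries, the alternative that moved these values most across the threshold, put *Ephrin*, *Eph* and *fax* past it as lower and *LanA* as higher. For *Ephrin*, *Eph*, *fax* and *Fas2*, the lower values came mainly from *Tet CD* replicates 2 and 3, in which long genes were low. For *sli* and *otk*, replicate 2 was lowest, and replicate 1 was about as low as replicate 3. Their log2 ratios to the wild-type mean were −0.21 and −0.18 in replicate 1, against −0.23 and −0.15 in replicate 3. With the trend over exon length removed from each library, the median log2 fold change of the 7 genes was −0.07 in place of −0.22, that of *sli* −0.04 and that of *fax* −0.40, while that of *LanA* went from 0.52 to 0.74.

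**Figure D3:**
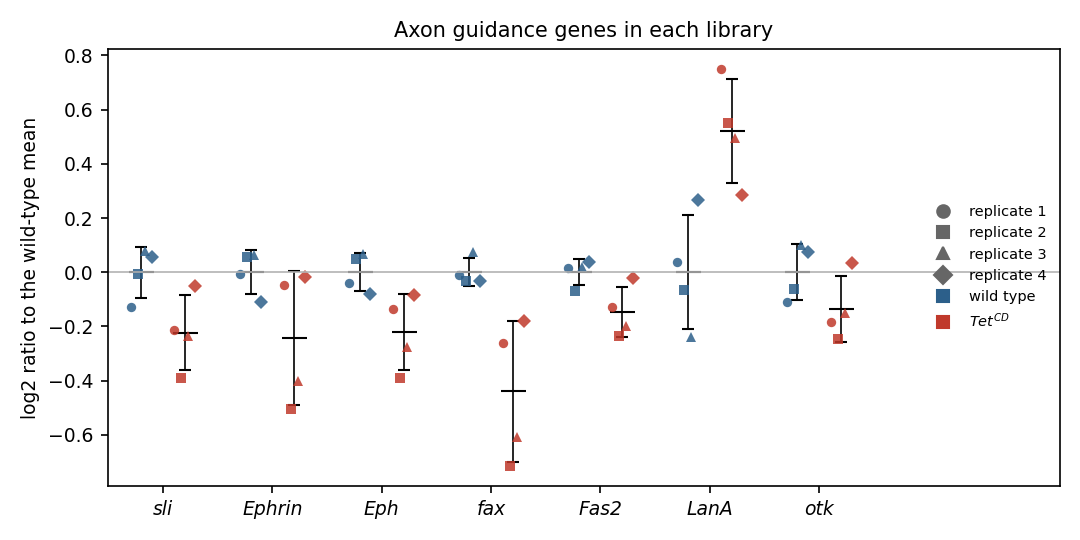
Log2 ratio to the wild-type mean (vertical axis, on the log2(RPKM + 0.5) scale) of the 7 axon guidance genes in each library; symbols mark the replicate, and black bars give the mean and SD of each group. For *fax* the *Tet CD* libraries reach from −0.71 in replicate 2 to −0.18 in replicate 4, and for *LanA* all 4 lie between 0.28 and 0.75.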

In sum, these results show that the loss of TET enzymatic activity does not recapitulate TET total loss of function in the larval CNS as *Tet^CD^* and *Tet^null^* mutations elicit distinct changes. Our data also suggest that TET expression rather than its catalytic activity is key for the proper activation of genes implicated in CNS development.

### TET binds to enhancers and active transcriptional start sites to activate gene expression in a catalytic-independent manner

Next, to characterize the TET mode of action, we sought to determine its genomic binding profile. Accordingly, we performed chromatin immunoprecipitations followed by high-throughput sequencing (ChIP-seq) on dissected third instar larval CNS from *Tet-GFP* or *Tet^CD^-GFP* knock-in flies as well as *w^1118^* flies (as negative control) using an anti-GFP antibody (Fig. 2A). We detected 7612 binding sites for wild-type TET-GFP fusion protein and 7953 for its catalytic dead counterpart, with more than 92% of overlap between the two sets (Fig. 2B), indicating that the HrD to YrA mutation has a minor impact on TET binding site repertoire. As compared to NCBI Reference Sequence database (RefSeq) *Drosophila melanogaster* genomic regions, around 38% of TET peaks localized in introns, 28% in intergenic regions, and 24% in promoters (Fig. 2C). No notable difference was observed with TET CD (fig. S2A). Moreover, we observed a slight overrepresentation for TET peaks at promoter regions as well as at noncoding RNA (ncRNA) and microRNA genes (Fig. 2D). Conversely, TET was underrepresented in 3′ untranslated regions, exons, and transcription termination sites (TTS). Of note, similar over- and underrepresentations were found for TET CD peaks (fig. S2B).

**Fig. 2.**
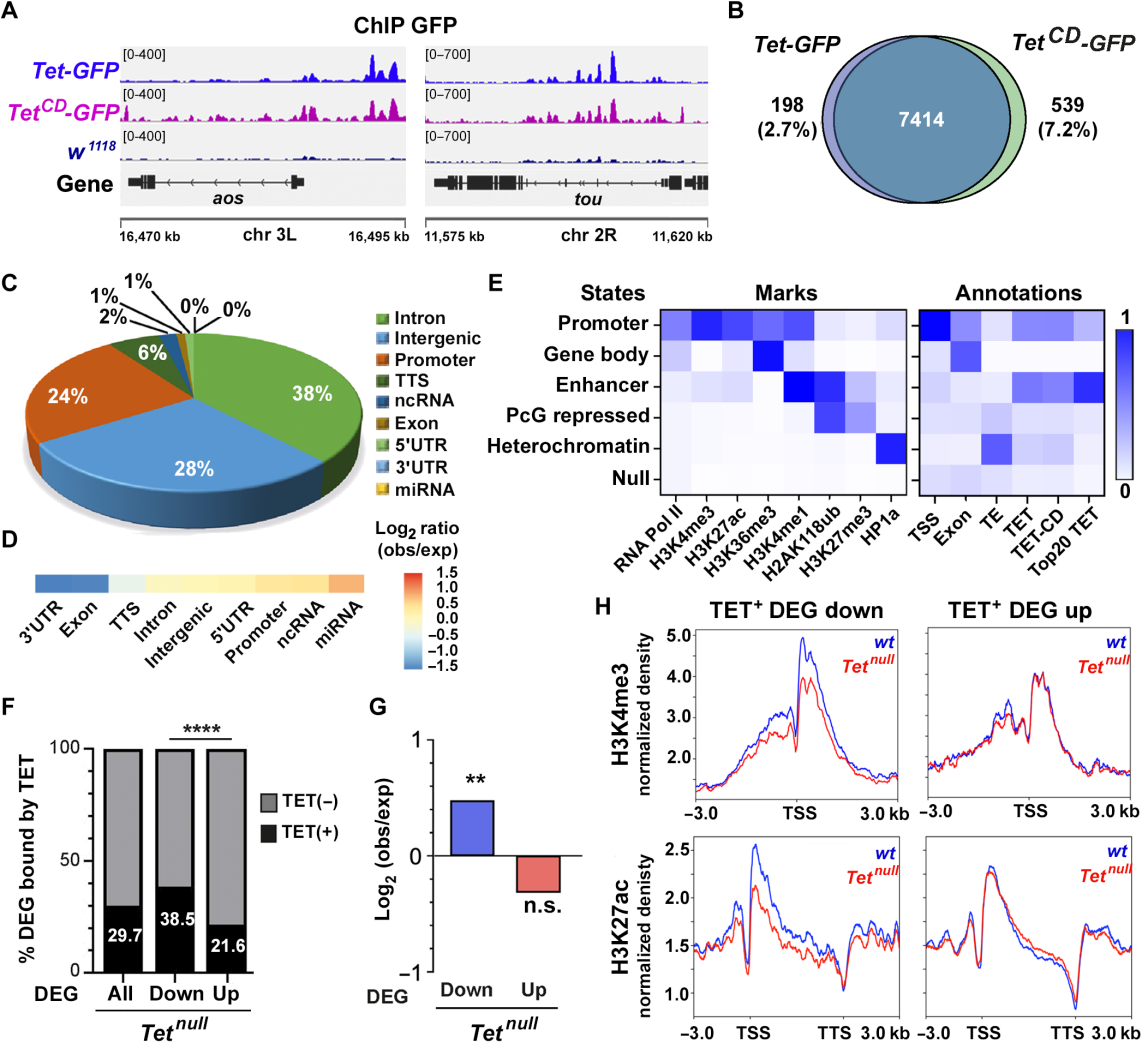
Genome-wide binding profile of TET to chromatin in the larval CNS. (**A**) Integrative genomics viewer (IGV) tracks showing peaks of anti-GFP ChIP-seq on dissected CNS from *TET-GFP*, *TET^CD^-GFP*, or *w^1118^* third instar larvae. (**B**) Venn diagrams of the overlap between TET-GFP and TET^CD^-GFP peaks. (**C**) Pie chart of TET-GFP peaks distribution according to RefSeq genomic annotations. (**D**) Heatmap showing TET-GFP enrichment according to genomic features. (**E**) Enrichment of TET-GFP, TET^CD^-GFP, and the top 20% TET-GFP peaks to the different chromatin states or genomic annotations of the larval CNS as defined by ChromHMM using ChIP-seq or CUT&RUN signals for the indicated factors/histone marks (as described in Materials and Methods). TE, transposable elements. (**F**) Proportions of differentially expressed genes (DEG) between wild-type and *Tet^null^* larval CNS with TET peaks within 2 kb of their TSS or in their gene body (TET^+^). (**G**) Enrichment of TET peaks among up- or down-regulated genes as compared to random sets of genes. (F and G) Fisher’s exact test, **P < 0.01; ****P < 0.0001. (**H**) Profiles of H3K4me3 (top) or H3K27ac (bottom) CUT&RUN signals on differentially expressed TET^+^ target genes in the CNS of *wt* (blue) or *Tet^null^* (red) larvae. 3′UTR, 3′ untranslated region; miRNA, microRNA; n.s., not significant.

To analyze the signature of TET binding sites within the context of the larval CNS chromatin, we performed ChIP-seq or cleavage under targets and release using nuclease (CUT&RUN) for the following histone marks: H3K4me3, H3K27ac, H3K27me3, and H2AK118ub. In addition, we collected public datasets for H3K4me1 (*47*), H3K36me3 (*58*), RNA polymerase II (*58*), and the heterochromatin-associated protein HP1a (*59*) (see Materials and Methods). We then performed a chromatin state discovery and genome annotation analysis using the multivariate hidden Markov model trained on histone modifications to identify chromatin states (ChromHMM) (*60*). With a six-state model, we found that TET essentially targets enhancers (42% of TET peaks) and active transcription start site (TSS)/promoter regions (17% of TET peaks) (Fig. 2E and fig. S3). Again, a similar distribution was observed with TET CD. In addition, focusing on the top 20% TET peaks, we also observed that TET primarily binds enhancers (Fig. 2E and fig. S3).

The integration of ChIP-seq and RNA-seq results showed that 29.7% (289 of 973) of the genes deregulated in *Tet^null^* have a TET binding site within 2 kb of their TSS or in their gene body (Fig. 2F), with TET peaks significantly more frequently found in down-regulated than in up-regulated genes (38.5% versus 21.6%, *P* value < 0.001) (Fig. 2F). Also, as compared to random gene sets, TET peaks were overrepresented in down-regulated genes but not in up-regulated ones (Fig. 2G), suggesting that TET may play a more prominent role in gene activation than gene repression. In agreement, upon loss of TET, we observed a reduction in the levels of active histone marks, H3K4me3 and H3K27ac, at down-regulated TET-bound genes, suggesting that TET contributes to their transcriptional activation. In contrast, H3K4me3 and H3K27ac profiles of up-regulated TET targets were not affected in *Tet^null^* larvae, suggesting that their regulation is not transcriptional (Fig. 2H). Similar experiments in *Tet^CD^* larvae showed that the loss of TET enzymatic activity did not alter the H3K4me3 profile of either up or down-regulated TET targets (fig. S4). Together, these data suggest that TET can directly contribute to gene transactivation in a catalytic-independent manner.

### TET preferentially colocalizes with PRC1-bound regulatory regions

Next, we performed de novo motif discovery analyses at TET peaks. Besides a very significant enrichment for Tango consensus binding sites (present in 6% of TET peaks, overrepresentation *E* value = 5.1 × 10^−171^), we primarily recovered motifs corresponding to previously assigned binding sites for the transcription factors Pleiohomeotic (Pho) (30%), Crooked-legs (21%), Combgap (Cg), and Specificity Protein 1 (Sp1) for pairing-sensitive silencing (Spps) (14%) or GAGA factor (GAF) and Pipsqueak (Psq) (7%), which are well-established recruiters for PcG proteins (Fig. 3A) (*43*, *44*, *61*). In addition, 22% of TET peaks were associated with the “ACAACAACAA” motif, which is specific for adult enhancer factor 1 and was found to be enriched at Polycomb binding sites in ChIPs for Pc (*62*). These observations enticed us to further examine the relationships between TET and PcG.

**Fig. 3.**
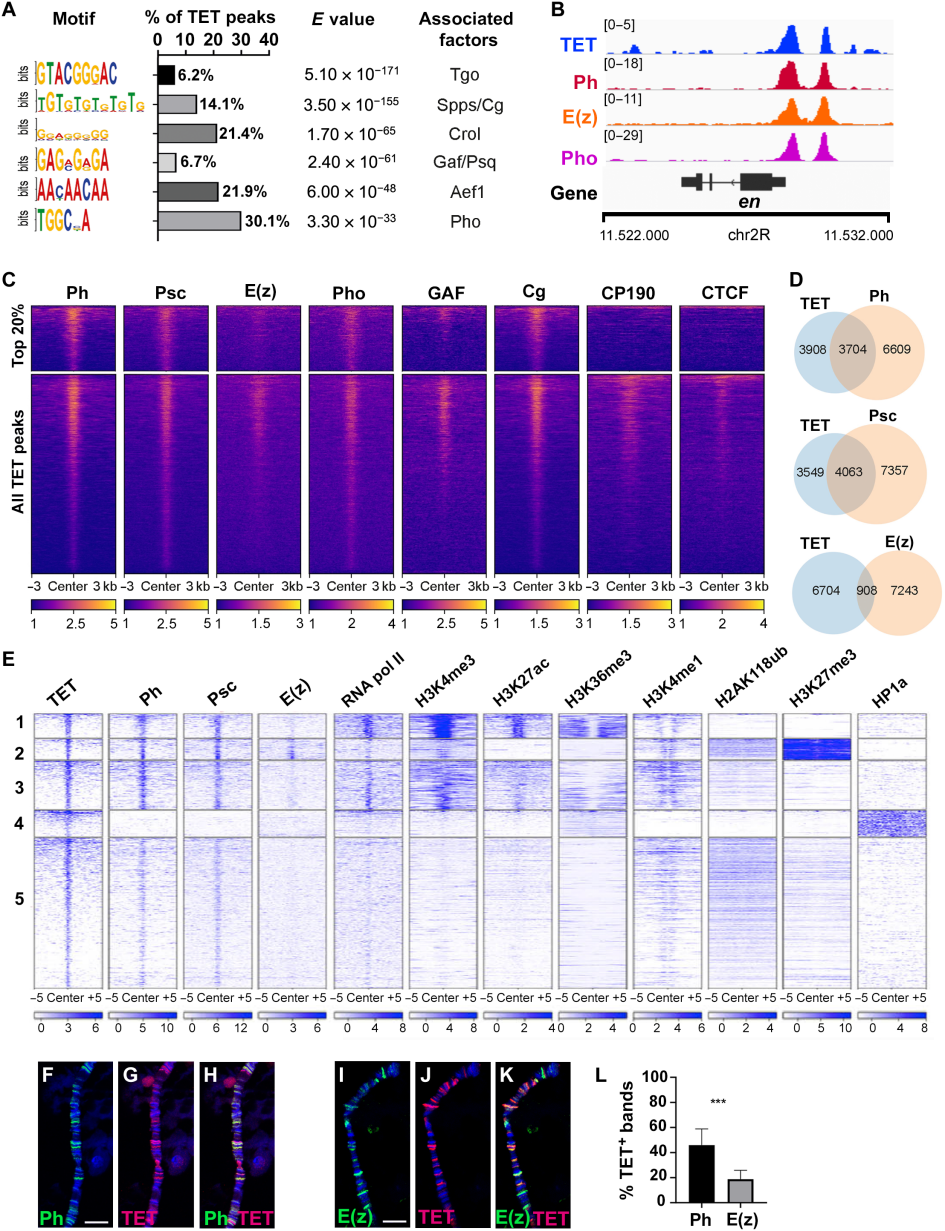
TET colocalizes with PRC1 and PRC2. (**A**) De novo motif discovery analysis at TET binding sites with their abundance and the associated factors. (**B**) IGV ChIP-seq tracks showing the binding of TET, Ph, E(z), and Pho on the *engrailed* (*en*) locus in the CNS of third instar larvae. (**C**) Heatmaps of ChIP-seq signals for Polycomb subunits [Ph, Psc, and E(z)], Polycomb recruiters (Pho, GAF, and Cg), or insulators (CP190 and CTCF) on all TET peaks (±3 kb of the center) or the top 20% of TET peaks in third instar larval CNS. (**D**) Venn diagrams of the overlaps of TET peaks with Ph, Psc, or E(z) peaks assessed between MACS2-defined narrow peaks. (**E**) Heatmap showing ChIP-seq or CUT&RUN signals for various proteins or histone modifications surrounding TET binding sites ±5 kb in third instar larval CNS. K-mean clustering was performed using histone marks as well as RNA pol II and HP1a signals. (**F** and **I**) Immunostainings on salivary gland polytene chromosomes of *sgs3-GAL4; UAS-HA-TET* third instar larvae showing the expression of Ph (F) or E(z) (I) and a hemagglutinin (HA)–tagged version of TET (**G** and **J**). (**H** and **K**) Merged panels. DNA was stained with DAPI (blue). Scale bars, 10 μm. (**L**) Quantifications of the colocalization between HA-TET–positive bands and Ph or E(z) immunostaining on 10 polytene chromosome regions. Student’s *t* test, ***P < 0.001.

First, we compared TET binding to ChIP-seq data in the larval CNS for members of the PRC1 complex, Polyhomeotic (Ph) and Posterior sex combs (Psc), or the PRC2 complex member Enhancer of Zeste [E(z)] (*44*), as well as for the PcG recruiters Pho (*44*), Cg (*63*), and GAF (our ChIP-seq). In line with the above results, we observed that TET colocalizes with Ph, E(z), and Pho on well-characterized Polycomb response elements (PREs), such as on the *engrailed* (*en*) locus (Fig. 3B). Plotting the ChIP-seq signals for each of these factors across a ±3-kb region surrounding TET peaks, we found that Ph, Psc, E(z), Pho, GA,F and Cg colocalized with TET, with stronger TET peaks associated with stronger binding for these factors (Fig. 3C), although this correlation appeared weaker with E(z). On the other hand, analyses of public ChIP-seq datasets of the architectural proteins Centrosomal protein 190kD (CP190) and CCCTC-binding factor (CTCF) (*64*), which mark boundary/insulator elements, indicate no association of TET with these proteins, in particular for the top 20% TET peaks. Still, when we analyzed the strength of the peaks for PcG proteins or recruiters, we found that those overlapping with TET showed similar strengths as compared to the whole set of peaks, with no marked bias toward weak or strong peaks (fig. S5A). Although considering a direct overlap between model-based analysis of ChIP-seq (MACS2)–defined narrow peaks for TET and PcG proteins, we found that 53% of TET peaks colocalized with Psc peaks and 49% with Ph but only 12% with E(z) (Fig. 3D). These results suggest that there is a stronger overlap between TET and PRC1 (Ph or Psc) than with PRC2 [E(z)].

When we examined the colocalization of TET with PRC1, PRC2, and other chromatin features defined by K-mean clustering, we found distinct patterns of bindings (Fig. 3E). Notably, around 9% of TET peaks colocalized with PRC1 and PRC2 at broad H3K27me3 and H2AK118ub-enriched regions (cluster 2), which correspond to typical large PcG-repressed domains (*42*, *43*), suggesting that TET binds to PREs. Besides, around 18% of TET peaks coincided with PRC1 but not with E(z) on regions enriched in H2AK118ub (cluster 3). This cluster was also enriched in active histone modification marks such as H3K27ac or H3K4me3 and H3K4me1 (*45*, *48*) and likely reflects developmental enhancers, which were previously shown to bind PRC1 and PcG recruiters in larval eye disc and S2 cells (*47*, *65*). Along that line, using a combination of chromatin features to distinguish housekeeping enhancers (H3K4me3 high, H3K4me1 low, and enriched CP190) versus developmental enhancers (H3K4me1 high, H3K4me3 low, and depleted for CP190) (*66*), we found that, like Ph and unlike E(z), TET is specifically enriched at developmental enhancers (fig. S5B).

As the larval CNS is composed of many cell types, it is possible that the above analyses do not reflect the concomitant binding of TET and PcG proteins. Therefore, to assess whether TET colocalizes with PcG on chromatin in vivo, we analyzed the pattern of binding of TET, Ph, and E(z) on polytene chromosomes by immunostaining. As TET is not expressed in the larval salivary gland (fig. S6), we ectopically expressed a hemagglutinin (HA)–tagged version of TET in these cells. In line with our ChIP-seq results, we observed discrete TET signals on all chromosome arms, confirming that *Drosophila* TET binds chromatin (fig. S6). Furthermore, we found that some TET-positive bands colocalized with Ph as well as with E(z) (Fig. 3, F to I and K). TET was more frequently associated with Ph than E(z). Reminiscent of the above results, quantifications on polytene chromosome immunostainings showed that 46% of Ph bands colocalized with TET against 18% for E(z) (Fig. 3L). In sum, these data show that TET is present at PREs of Polycomb-repressed domains and at regulatory regions of active genes bound by PRC1 but not by PRC2.

### PRC1 but not PRC2 is required for the catalytic-independent activation of gene expression by TET

To assess the potential functional relationship between TET and PcG proteins, we then focused on TET target genes. We found that 86% (156 of 180) and 62% (112 of 180) of TET-bound genes down-regulated in its absence were bound by Ph or E(z), respectively (Fig. 4A). Similarly, 75% (82 of 109) and 48% (53 of 109) TET-bound genes up-regulated in its absence were bound by Ph or E(z). As compared to random gene sets, PRC1 and PRC2 as well as PcG recruiters were strongly enriched on TET targets down-regulated in the TET absence but not on up-regulated ones (Fig. 4B). Besides, CUT&RUN experiments for H3K27me3 and H2AK118ub in wild-type larval CNS showed that the histone marks deposited by PRC2 and PRC1 were present at higher levels among genes down-regulated in the absence of TET as compared to up-regulated ones (Fig. 4, C and D). H3K27me3 enrichment was observed both upstream of the promoter and within the transcribed regions (with a sharp drop around the TSS and after the TTS), whereas H2AK118ub enrichment was limited to the transcribed region of the gene. These two marks were also higher in *Tet^null^* down-regulated genes as compared to *Tet^CD^* deregulated genes. Moreover, among *Tet^null^* down-regulated genes, those controlled in a catalytic-independent manner displayed higher levels of H3K27me3 and H2AK118ub (fig. S7). Together, these observations indicate that PcG proteins are more specifically associated with genes activated by TET and raise the possibility that they are involved in the catalytic-independent activation of gene expression by this factor. Actually, upon closer examination of PRC1 and PRC2 peaks on the genes activated by TET, we found that TET peaks colocalized with a Psc or a Ph peak in more than 75% of the cases but only in ~25% of the cases with E(z). Conversely, more than 52% of Psc or 55% of Ph peaks and less than 22% of E(z) peaks overlapped with TET (fig. S8). This suggests again a tighter association between TET and PRC1 than with PRC2 and possibly distinct functions for these two complexes in the regulation of TET target gene activation.

**Fig. 4.**
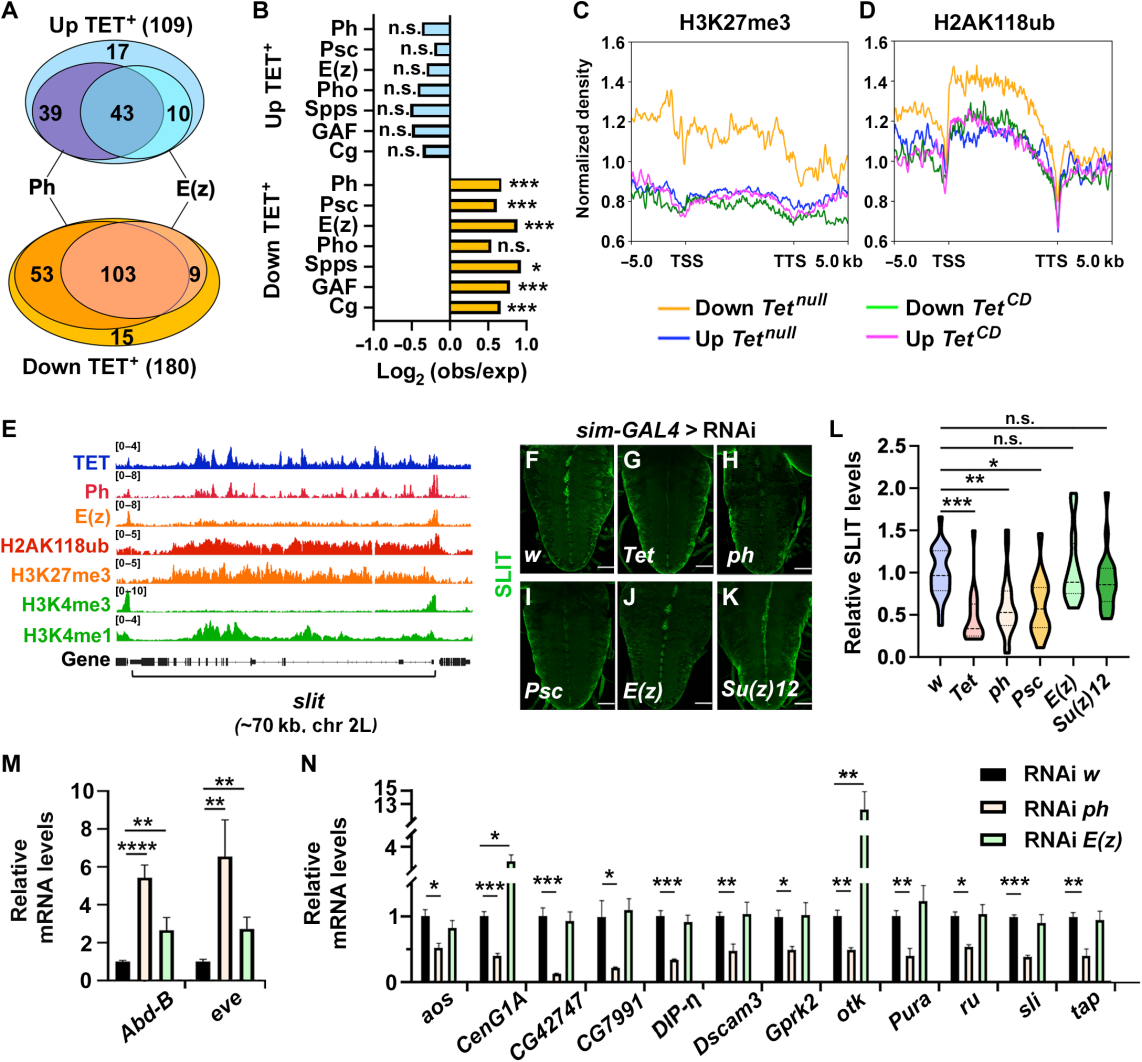
PRC1 but not PRC2 is required for the activation of TET target genes. (**A**) Venn diagrams showing the number of TET^+^ genes up- or down-regulated in *Tet^null^* larval CNS and bound by Ph and/or E(z). (**B**) Peak enrichment of the indicated factors among up- or down-regulated genes bound by TET as compared to random sets of genes. Fisher’s exact test, *P < 0.01; ***P < 0.0001. (**C** and **D**) Profiles of H3K27me3 (C) and H2AK118ub (D) CUT&RUN signals in wild-type larval CNS for TET-bound genes activated or repressed in *Tet^null^* or *Tet^CD^* mutants. (**E**) IGV tracks showing the binding of TET, Ph, and E(z) and the histone modification profiles as indicated, along the *slit* gene. (**F** to **K**) Immunostainings showing Slit expression in the VNC of third instar larvae expressing an RNAi against *white* (*w*) (F), *Tet* (G), *ph* (H), *Psc* (I), *E(z)* (J), or *Su(z)12* (K) in the ventral midline glial cells (*sim-GAL4* driver). Scale bars, 50 μm. (**L**) Corresponding quantifications of Slit levels in the ventral midline. One-way ANOVA test, *P < 0.05; **P < 0.01; ***P < 0.001. (**M** and **N**) RT-qPCRs showing the relative expression of *Abd-B* and *eve* (M), two targets of PcG-mediated repression, and of several target genes activated by TET independently of its enzymatic activity (N), in dissected CNS from *tub-GAL4, tub-GAL80^ts^* third instar larvae expressing an RNAi against *w*, *ph*, or *E(z)* since the early second larval stage. RT-qPCRs were performed in quadruplicates. One-way ANOVA test, **P < 0.01; ***P < 0.001.

To test these hypotheses, we first asked whether PRC1 and/or PRC2 regulate *slit* expression, which does not require TET enzymatic activity (Fig. 1, A to D, and tables S1 and S2). We observed the binding of TET, Ph, and E(z) on this gene (Fig. 4E). Moreover, the *slit* locus was decorated with PcG-associated marks (H3K27me3 and H2AK118ub) as well as with activating marks (H3K4me1 and H3K4me3). In line with a cell-autonomous regulation of *slit* expression by TET in the ventral midline glial cells, RNAi-mediated knockdown of TET in these cells using the *single-minded-GAL4* (*sim-GAL4*) driver led to a decrease in Slit levels (Fig. 4, F, G, and J). Furthermore, the reexpression of TET in these cells in a *Tet^null^* background was sufficient to restore Slit expression (fig. S9). Notably, the knockdown of PRC1 components *ph* or *Psc* in the ventral midline glial cells also caused a reduction in Slit expression (Fig. 4, H, I, and L), whereas the knockdown of PRC2 subunits *E(z)* or *Su(z)12* had no effect (Fig. 4, J to L). These results suggest that PRC1 acts independently of PRC2 and promotes TET-induced *slit* activation.

To extend our analysis of Ph and E(z) impact on other TET targets in the larval CNS, we made use of the ubiquitous *tubulin-GAL4* (*tub-GAL4*) driver combined with *tub-GAL80^ts^* to bypass the early lethality associated with *ph* or *E(z)* loss and inhibit their expression by RNAi only during the larval stages. Under these conditions, we achieved a strong reduction in Ph or E(z) expression in the larval CNS (fig. S10). In addition, reverse transcription followed by quantitative polymerase chain reaction (RT-qPCR) analyses showed that *Abdominal-B* (*Abd-B*) and *even skipped* (*eve*), two known targets of PcG-mediated repression, were strongly up-regulated in the CNS in response to the knockdown of either *ph* or *E(z)* (Fig. 4M), indicating that their function was efficiently impaired. Yet, in line with the above results, we still observed a decrease in Slit expression in the ventral midline upon *ph* but not *E(z)* knockdown (fig. S10). When we monitored by RT-qPCR the expression of several genes whose expression is activated by TET independently of its enzymatic activity and which are bound by both Ph and E(z) such as *argos* (*aos*), *Centaurin gamma 1A* (*CenG1A*), *CG42747*, *CG7991*, *Dpr-interacting protein* η (*DIP-*η), *Down syndrome cell adhesion molecule 3* (*Dscam3*), *G protein–coupled receptor kinase 2* (*Gprk2*), *off-track* (*otk*), *Puratrophin-1-like* (*Pura*), *roughoid* (*ru*), *sli*, and *target of Poxn* (*tap*), all of them were down-regulated upon *ph* knockdown but none upon *E(z)* knockdown (Fig. 4N). Actually, *CenG1A* and *otk* expression were even increased in the absence of E(z), suggesting that PRC2 represses their transcription. Therefore, PRC1, but not PRC2, is required for the catalytic-independent activation of TET target genes in the larval CNS.

### TET and Ph interact together and cross-control their recruitment to chromatin

Considering the above results, we performed coimmunoprecipitation experiments using third instar larval CNS protein extracts to test whether TET interacts physically with Ph and/or E(z) in vivo. As shown in Fig. 5 (A to C), an antibody directed against Ph coprecipitated both TET and the PcG recruiter Pho (*43*). In contrast, an antibody directed against E(z) still coprecipitated Pho but not TET. Of note, Ph but not E(z) also interacted with TET CD, indicating that the interaction does not require TET catalytic activity and that the point mutation does not disrupt TET-PRC1 interaction. Hence, these results suggest that TET specifically interacts with PRC1 but not with PRC2.

**Fig. 5.**
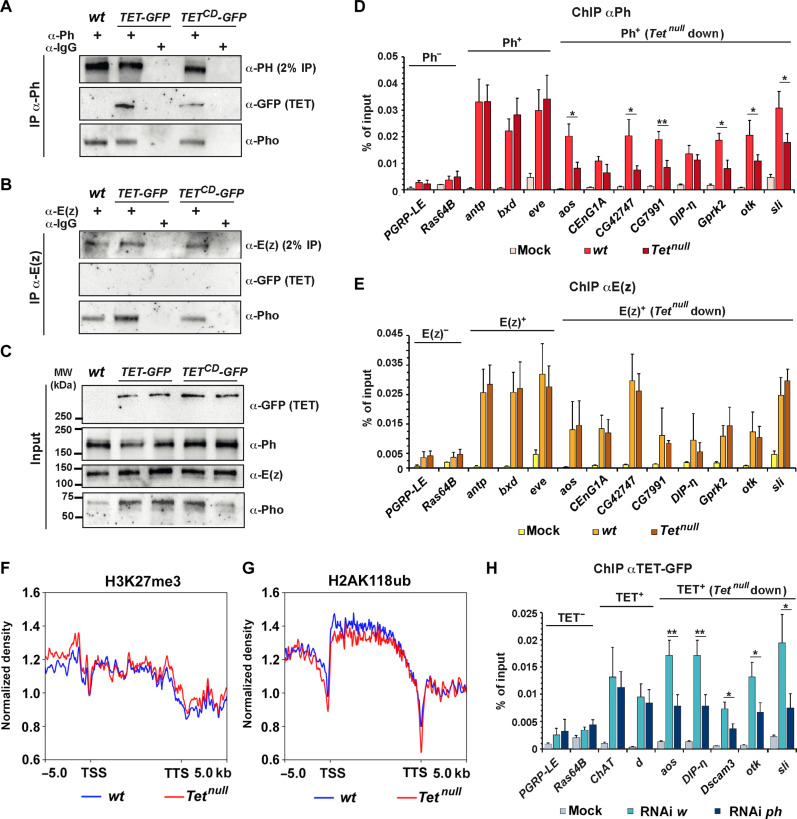
TET and PRC1 interact physically and promote each other recruitment to TET target genes. (**A** and **B**) Coimmunoprecipitation experiments testing the interaction between Ph (A) or E(z) (B) and TET, TET^CD^, or Pho in larval CNS cell extracts from the indicated genotypes. (**C**) Western blots showing the inputs used in (A) and (B). (**D** and **E**) ChIP-qPCRs for Ph (D) or E(z) (E) in dissected CNS from *wt* or *Tet^null^* third instar larval showing their recruitment on canonical PREs (*antp, bxd*, and *eve*) or genes activated by TET independently of its enzymatic activity (*aos*, *CenG1A*, *CG42747*, *C7991 DIP-n*, *Gprk2*, *otk*, and *sli*). *PGRP-LE* and *Ras64B* served as controls without Ph or E(z) binding sites. Mock ChIPs were performed with immunoglobulin G (IgGs). ChIP-qPCRs were performed in triplicates. Student’s *t* test between *wt* and *Tet^null^* conditions, *P < 0.05; **P < 0.01. (**F** and **G**) CUT&RUN signals of TET-activated target genes between their TSS and TTS (±5 kb) for H3K27me3 (F) and H2AK118ub (G) in wild-type or in *Tet^null^* larval CNS. (**H**) ChIP-qPCRs for TET-GFP in dissected CNS from *tub-GAL4, tub-GAL80^ts^*, and *TET-GFP* third instar larvae expressing an RNAi against *w* or *ph* since the second larval stage. Analysis of TET recruitment to genes containing a TET binding site which are not regulated by TET (*ChAT* and *d*) or activated by TET independently of its enzymatic activity (*aos*, *DIP-n*, *Dscam3*, *otk*, and *sli*). *PGRP-LE* and *Ras64B* served as controls that do not contain TET binding sites. Mock ChIPs were performed with IgGs. ChIP-qPCRs were performed in triplicates. Student’s *t* test was performed between *RNAi w* and RNAi *ph* conditions. *P < 0.05; **P < 0.01. MW, molecular weight.

We hypothesized that TET might promote PRC1 recruitment and the deposition of H2AK118ub at the genes it activates, while it would not affect PRC2 binding and H3K27me3 levels. To test this possibility, we first performed ChIP-qPCR for Ph and E(z) in wild-type or *Tet^null^* larval CNS to assess their binding to chromatin. Consistent with our hypothesis, Ph binding to TET targets was significantly reduced in six of eight cases in the absence of TET (Fig. 5D, Student’s *t* test). In contrast, E(z) recruitment was not affected in any case (Fig. 5E). Moreover, the binding of Ph [or E(z)] to PREs of genes not regulated by TET [*Antennapedia* (*Antp*), *even skipped* (*eve*), and *bithoraxoid* (*bxd*)] was not affected by TET loss (Fig. 5, D and E). Second, we performed CUT&RUN experiments to compare the profile of H3K27me3 and H2AK118ub on TET target genes in the CNS of wild-type and *Tet^null^* larvae. In agreement with our hypothesis, H3K27me3 levels remained unchanged on TET-activated (Fig. 5F) or repressed target genes (fig. S11). In contrast, H2AK118ub levels were slightly decreased on down-regulated genes (Fig. 5G) (paired *t* test *P* = 0.011), while no significant change was observed for up-regulated genes (fig. S11) (paired *t* test *P* > 0.05). TET thus contributes to Ph recruitment and H2AK118ub deposition on the genes it activates.

Last, we assessed whether Ph regulates TET recruitment to its target genes (Fig. 5H). We found that TET binding to *Choline acetyltransferase* (*ChAT*) or *dachs* (*d*), which do not contain Ph binding sites and are not regulated by TET, was not affected upon *ph* knockdown. However, we observed a strong reduction of TET binding on genes activated by TET and harboring a Ph binding site, such as *slit*. Of note, *Ph* knockdown did not affect TET expression, and similarly, TET loss did not affect Ph levels (fig. S12). These results indicate that TET and Ph could promote/stabilize each other’s binding to activate TET target genes. Together, these data strongly support the conclusion that TET specifically interacts with PRC1 but not with PRC2 in the larval CNS and are consistent with a model whereby TET cooperates with PRC1 to promote the transcription of its target genes independently of its enzymatic activity.

## DISCUSSION

In contrast to vertebrates and many other species, the *Drosophila* genome does not code for any 5mC DNA methyltransferase and is largely devoid of this epigenetic mark, suggesting that TET may rather act via a noncanonical mode of action in this model organism. In this study, we show that *Drosophila* TET largely acts in a catalytic-independent manner to promote larval CNS development and that it specifically interacts with PRC1 to activate gene expression.

Previous work using *Tet null* or hypomorphic alleles as well as RNAi-mediated knockdown showed that TET expression is critical for larval CNS development (*31*, *35*, *36*). However, the functional importance of TET enzymatic activity was not assessed in these studies. Here, we show that abolishing TET catalytic activity does not recapitulate the CNS phenotypes observed in *Tet null* mutant larvae. The large majority of genes deregulated in *Tet^null^* was not affected in *Tet^CD^*. Moreover, gene set enrichment analysis revealed that TET expression, but not its enzymatic activity, is important for the activation of CNS development–associated processes. In particular, several genes implicated in axon guidance were only deregulated in *Tet^null^*, which is consistent with the axonal projection defects observed specifically in this condition. Similarly, the EGFR pathway, which controls the development of ventral midline glial cells (*51*, *52*), was also affected only in *Tet^null^*. Recent single-cell transcriptomic experiments indicate that *Tet* is enriched in larval and adult astrocytes (*67*–*69*), and several astrocyte markers, such as *Gaba transporter* (*Gat*), *heartless* (*htl*), and *stumps* are down-regulated specifically in *Tet^null^*, suggesting that TET could control the development of this glial cell population in a catalytic-independent manner. 

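In the *Tet CD* CNS, none of the 3 astrocyte genes was called, and none had an unadjusted p below 0.05. *Gat* was at 40.9 ± 5.70 RPKM (SD, n = 4) against 36.6 ± 3.24 RPKM (SD, n = 4) in wild type, a log2 fold change of 0.15 (standard error 0.10, adjusted p = 0.365 from limma). The Gat log2 fold change was 0.25 without *Tet CD* replicate 4, 0.08 without *Tet CD* replicate 3, and 0.29 with array weights. For *htl* the log2 fold change was 0.04 (standard error 0.07, adjusted p = 0.727), between 0.02 and 0.08 with each library left out, and for *stumps* −0.05 (standard error 0.07, adjusted p = 0.668). The direction for *stumps* changed when wild-type replicate 4 was left out, to 0.0052, or when the trend over exon length was removed, to 0.037.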

The fibroblast growth factor receptor Htl and its adaptor Stumps are required for astrocyte development, and the down-regulation of *Gat* or astrocyte ablation leads to crawling and muscular contraction defects (*70*) as observed in *Tet* mutant larvae (*32*). Moreover, astrocytes are required for axon pruning in the brain mushroom bodies during pupariation (*71*), and TET loss is associated with mushroom body abnormalities in the adult (*37*, *41*). Hence, essential processes underlying CNS formation are controlled by TET independently of its enzymatic activity.

Yet, many genes were deregulated in the CNS of *Tet^CD^* larvae. We cannot rule out that the HRD to YRA mutation in the TET CD might cause unexpected alterations, but it does not seem to modify TET recruitment to DNA, consistent with similar analyses on TET1 in mouse embryonic stem cells (*28*). Thus, TET probably exerts some of its functions via a catalytic-dependent mechanism. Although one might have expected that most genes deregulated in *Tet^CD^* were also affected in *Tet^null^*, there was a limited overlap between the two conditions. This suggests that CNS cells in *Tet^CD^* larvae have followed a different developmental trajectory as compared to the *null* condition. Alternatively, it could reflect a neomorphic behavior of the Tet^CD^ protein, leading to spurious gene deregulation in the CNS. Still, further experiments will be necessary to decipher the TET catalytic mode of action in *Drosophila.* In contrast with previous reports (*33*, *37*), our recent results indicate that TET does not act as a 6mA demethylase (*41*). Along that line, the capacity of a distant fungal TET homolog to target 6mA requires specific amino acids, which are not conserved among metazoan TETs (*40*). It is thus doubtful that TET catalytic function in the larval CNS is mediated by 6mA demethylation. One hypothesis is that it may involve m5C on RNA. *Drosophila* and mammalian TETs can oxidize m5C into hm5C and thereby control gene expression at the posttranscriptional level by regulating transcript stability, mRNA translation, or tRNA maturation (*21*–*24*, *31*, *72*, *73*). Besides, it remains possible that TET targets 5mC DNA in *Drosophila*, as very low levels of 5mC (0.001 to 0.03%) have been observed in its genome (*33*, *41*, *74*–*76*). However, the impact, if any, of 5mC on *Drosophila* genome biology is still elusive. Last, TET might target other yet unknown substrates at the DNA, RNA, or potentially protein levels.

Focusing on TET enzymatic-independent mode of action, our study highlights an unexpected link between TET and PRC1. The integration of our RNA-seq and ChIP-seq results indicates that TET binding mostly promotes gene expression. This conclusion agrees with a study in BG3-c2 cells and adult brains showing that TET is important for neurodevelopmental gene activation and H3K4me3 accumulation (*37*). At the molecular level, Yao *et al*. (*37*) proposed that TET interacts with Will die slowly (Wds, WDR5 in mammals), a component of the H3K4 methylation Complex Proteins Associated with Set1(COMPASS), to activate transcription and demethylate 6mA in gene bodies to prevent Polycomb recruitment and gene repression. While Wds might contribute to TET-induced gene activation in the larval CNS, we found that TET can activate gene expression in an enzymatic-independent manner and that the PcG protein Ph is required in this process. Furthermore, our data show that TET promotes Ph recruitment (and vice versa) and H2AK118ub deposition at the genes it activates. Previous work in mammals showed that TET1 interacts with PRC2 to repress transcription (*26*, *28*, *77*, *78*). In the larval CNS, TET less frequently colocalized with the PRC2 component E(z) than with Ph and Psc, two components of PRC1. Moreover, contrary to Ph, E(z) did not coprecipitate TET, and its knockdown did not impair the expression of TET targets or its recruitment to chromatin. Conversely, TET loss did not seem to modify E(z) binding nor to affect H3K27me3 deposition. It thus appears that TET does not functionally interact with PRC2 in this context. The presence of high levels of both H3K27me3 and H2AK118ub at TET-activated targets could reflect CNS cell type heterogeneity, whereby TET and Ph/PRC1 promote gene expression in some cells, whereas E(z)/PRC2 might repress the same genes in other cells. As *E(z)* knockdown was not sufficient to induce an overexpression of TET targets we tested (except for *CenG1A* and *otk*), other transcriptional regulators are probably required to activate these genes.

Since ~50% of TET peaks colocalized with PRC1 and *ph* knockdown reduced TET binding, TET could be recruited to chromatin together with PRC1 by the combinatorial action of PcG recruiters such as GAF or Cg, which are strong PRC1 interactors (*79*). However, other determinants could be involved. For instance, interactions with ncRNAs might be important for TET/PRC1 recruitment. In mammals, both TET proteins and PRC1 interact with ncRNAs and are recruited to R-loops (*80*–*83*). Furthermore, other transcription factors likely contribute to TET recruitment. Notably, binding sites for Tango are present in ~6% of TET peaks, including in *slit*. As Tango directly activates the expression of *slit* in the ventral midline glia (*84*), it could help target TET/PRC1 to this gene.

Our data bring further evidence that PRC1 can function independently of PRC2 and contribute to gene activation (*46*). Besides the typical implication of both complexes in gene repression (*42*), PRC1 was shown to bind active genes and promote their transcription independently of PRC2 (*45*, *47*–*49*, *85*, *86*)*.* Yet, how PRC1 mediates gene activation is still unclear. It was shown that PRC1 can assist transcription by modulating RNA polymerase II phosphorylation or the pausing-elongation factor Spt5 occupancy (*48*) and can also contribute to specific chromatin loops favoring promoter/enhancer interactions (*47*). It is tempting to speculate that similar mechanisms underlie the Ph-dependent activation of TET target genes. However, further investigations along those lines are hindered by larval CNS cellular heterogeneity and the accumulation of defects over time. It is anticipated that the development of lineage-restricted chromatin profiling approaches and acute depletion techniques will help gain a finer resolution of TET and PRC1 mode of action in gene activation in vivo.

In conclusion, our work brings strong evidence that TET acts in an enzymatic-independent process to control *Drosophila* CNS development and reveals an unexpected link between TET and PRC1 for gene activation in vivo. Given the conservation of these factors across evolution and their multiple roles during normal development and in diseases, it will be interesting to decipher more precisely the molecular mechanisms underlying their mode(s) of cooperation. Our study also underlines the necessity to consider the noncatalytic functions of epigenetic enzymes to fully embrace their mode of action in normal and pathological situations.

## MATERIALS AND METHODS

### Fly strains and husbandry

The following *D. melanogaster* strains were used: *w^1118^*, *Tet^null^* (*31*) (maintained over *TM6B,Tb*), *Tet-GFP, Tet^CD^-GFP* (*Tet^CD^)* (*41*), *UAS-RNAi white* (Bloomington, BL33623), *UAS-RNAi ph* (Vienna *Drosophila* Resource Center, VDRC50028), *UAS-RNAi E(z)* (BL33659), *UAS-RNAi Psc* (BL31611), UAS-RNAi *Su(z)12* (BL31191), *UAS-RNAi Tet* (BL62280), *sim-GAL4* (BL9150), *sgs3-GAL4* (BL6870), *tub-GAL4*, and *tub-GAL80^ts^* (BL86328). *UAS-HA-Tet* transgenic flies were generated by cloning the full-length *Tet* cDNA (NP_001261344.1) in frame with an N-terminal 3×HA tag into the pUASTattB vector. The resulting plasmid was used by the Centro de Biologia Molecular (CBM) *Drosophila* Transgenesis Facility (Madrid) to generate transgenic flies using the phiC31-based integration system (*87*). Unless otherwise specified, stock maintenance and sample collection were performed using classic fly medium [organic corn flour (75 g/liter), dry yeast (28 g/liter), sucrose (40 g/liter), agar (8 g/liter), and Moldex 20% (10 ml/l)] with a 12-hour dark:light cycle at 25°C. For *ph* and *E(z)* RNAi knockdown experiments, *UAS-RNAi* flies were crossed to *tub-GAL4* and *tub-GAL80^ts^* flies at 18°C. Following 8 hours of egg laying, adult flies were discarded, and the tubes were kept at 18°C for 96 hours before being transferred at 29°C for 48 hours before larval collection.

### In vitro enzymatic assay

TET enzymatic activity was measured using an enzyme-linked immunosorbent assay–based plate assay for DNA hydroxymethylation essentially as described in (*88*). Briefly, the wild type or mutated version of *Drosophila* TET CD was cloned in pET28a expression vector, and the corresponding His-tagged protein was overexpressed in *Escherichia coli* BL21 (DE3) CodonPlus RIL cells and purified on nickel–nitrilotriacetic acid agarose beads as indicated in (*41*). Recombinant TET protein (2 μM) was incubated with 400 ng of biotin-labeled double-stranded DNA substrate [prepared by PCR with 5-methyl-dCTP (2'-deoxy-5-methylcytidine 5'-triphosphate) (5mdCTP) instead of dCTP to methylate all its cytosines] in reaction buffer [50 mM Hepes (pH 6.8), 100 μM ammonium ion(II) sulfate hexahydrate, 1 mM α-ketoglutarate, 1 mM ascorbic acid, and 50 mM NaCl] at 37°C. Reaction was stopped at different time points by adding NaOH, and biotinylated DNA substrate was incubated in an avidin-coated 96-well plate (Sigma-Aldrich) for 1.5 hours. Rabbit anti-5hmC antibody (1:10,000, Active Motif) and goat anti-rabbit horse radish peroxidase (HRP)–conjugated secondary antibody (1:5000, GE Healthcare) were used to measure 5hmC levels by enhanced chemiluminescence (ECL) (Thermo Fisher Scientific) on a CLARIOstarPlus (BMG Labtech).

### Immunostainings and imaging

For CNS immunostaining, wandering third instar larvae were dissected in 1× phosphate-buffered saline (PBS) and fixed for 30 min in PBS containing 4% paraformaldehyde (PFA). Fixed samples were washed twice with PBS and for 30 min with PBS–0.3% Triton X-100 (PBT) before being preincubated for 1 hour in PBT–1% bovine serum albumin (BSA; Sigma-Aldrich). Samples were incubated overnight at 4°C with primary antibody diluted in PBT–1% BSA, washed three times for 15 min in PBT, and incubated with respective secondary antibodies diluted in PBT–1% BSA for 2 hours at room temperature or overnight at 4°C. Samples were washed in PBT, and larval CNS were further dissected and mounted in VECTASHIELD–4′,6-diamidino-2-phenylindole (DAPI) (Vector Laboratories).

For polytene chromosome preparation, *UAS-HA-Tet* flies were crossed to *salivary gland secretion 3-GAL4* (*sgs3-GAL4*) flies at 18°C. Third instar larvae were collected, and salivary glands were dissected in PBS and fixed for 30 s in PBS, 1% Triton X-100, and 3.7% PFA and for 2 min and 30 s in PBS, 3.7% PFA, and 50% acetic acid. Salivary glands were squashed between a coverslip and a poly-l-lysine–treated slide to spread chromosomes. Slides were then snap-frozen in liquid nitrogen. Coverslips were quickly removed, and slides were washed twice for 15 min in PBS before incubation for 1 hour in blocking solution (PBS and 1% BSA). Antibodies diluted in blocking solution were then incubated with the slides at 4°C overnight in a humid chamber. Slides were washed twice in washing solution (PBS, 300 mM NaCl, 0.2% NP-40, and 0.2% Tween 20) before being incubated for 2 hours at room temperature with the appropriate secondary antibodies diluted in the blocking solution. Chromosome preparations were then washed twice in the washing solution and mounted in VECTASHIELD-DAPI (Vector Laboratories).

The following antibodies were used: mouse anti-Slit (dilution 1:50; Developmental Study Hybridoma Bank, DSHB C555.6D), mouse anti-Fas3 (1:20; DSHB 7G10), rat anti-HA (1:500; Sigma-Aldrich, #11867423001), goat anti-Ph (1:500) (*89*), rabbit anti-E(z) (1:500) (*90*), donkey anti-rabbit, anti-mouse, or anti-goat Alexa Fluor 488 (1:1000; Invitrogen), and donkey anti-rat or anti-mouse Cy3 (1:1000; Jackson ImmunoResearch). Images were acquired using a Zeiss SP8 confocal microscope.

### RNA-seq and data analysis

Total RNA was isolated from 30 third instar larval brains dissected in ice-cold PBS using TRIzol extraction. RNA quality and concentration were assessed with the Agilent TapeStation and the Qubit device. Libraries were prepared using the Illumina TruSeq RNA Library Prep kit and sequenced by Novogene (Cambridge, UK) on Novaseq 6000 (paired-end, 150 bp). Reads were filtered and trimmed to remove adapter-derived or low-quality bases using Cutadapt and checked again with FASTQC. Illumina reads were aligned to the *Drosophila* reference genome (dm6 Ensembl release 70) with Hisat2. Read counts were generated for each annotated gene using HTSeq-Count. RPKM (reads per kilobase of exon per megabase of library size) values were calculated using Cufflinks. Read normalization, variance estimation, and pairwise differential expression analyses with multiple testing corrections were conducted using the R Bioconductor DESeq2 package. Gene set enrichment analyses were performed with Pangea (*91*), using all the genes expressed in the larval CNS as a background universe. Enrichment in Gene Ontology (GO) terms and pathways [Kyoto Encyclopedia of Genes and Genomes (KEGG), Panther, Reactome] was considered significant for a *P* value < 0.01 using the Benjamini-Hochberg correction.

Violin plots, histograms, volcano plots, and GO enrichment dot plots were generated using the R package “ggplot2.” Heatmaps were obtained using the R package “plotheatmap.” Statistical tests were realized with R or GraphPad Prism.

### ChIP-seq and ChIP-qPCR

ChIP-seq and ChIP-qPCR were performed as previously described (*92*) with minor modifications. Briefly, for ChIP-seq, ~400 third instar larvae brains were dissected per replicate in ice-cold PBS, and experiments were performed in duplicates for each genotype. For ChIP-qPCR, ~100 CNS were used per replicate, and experiments were performed in triplicates. Samples were fixed for 15 min in 1.8% PFA with shaking before quenching for 5 min by adding glycine to a final concentration of 350 mM. Tissues were lysed in 1% SDS lysis buffer (140 mM NaCl, 15 mM Hepes, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.5 mM dithiothreitol, 0.1% sodium deoxycholate, 10 mM sodium butyrate, and cOmplete EDTA-free protease inhibitor cocktail (Merck)] before sonication using a Bioruptor pico device (Diagenode) with the following settings: 18 cycles, 30 s on/30 s off. The size of DNA fragments was confirmed on agarose gel (200 to 300 bp). Samples were precleared with a 50/50 mix of protein A agarose beads (Sigma-Aldrich, P7786) and protein G Sepharose Fast Flow beads (Sigma-Aldrich, P3296) for 4 hours at 4°C. Beads were removed, and anti-GFP (Abcam Ab290), anti-Ph (*89*), or anti-E(z) (*90*) antibodies diluted in 1:200 were added and incubated overnight with the samples. Beads were added for another incubation of 4 hours at 4°C and then washed. DNA was de-crosslinked at 65°C before purification with phenol:chloroform (Sigma-Aldrich, 77617) and precipitation overnight in ethanol. For ChIPs followed by qPCR, inputs were diluted in 1:100 and samples in 1:10. qPCR reactions were performed with the SsoFast EvaGreen reagent (Bio-Rad) on a LightCycler 480 Instrument II (Roche Life Science). Primer sequences used for ChIP-qPCR are provided in table S4. For ChIP-seq, libraries were prepared using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs, E7103) following the manufacturer’s instructions. Last, sequencing was performed by Novogene (Cambridge, UK) on a Novaseq 6000 device (paired-end, 150 bp).

### Cleavage under targets and release using nuclease

CUT&RUN was performed as previously described (*93*). For each sample, around 30 third instar larval CNS were dissected in cold PBS. All experiments were performed in duplicates. Tissues were bound to BioMag Plus Concanavalin A–conjugated magnetic beads (Polysciences Inc.) before blocking and permeabilization in dbe + buffer containing 20 mM Hepes, 150 mM NaCl, 0.1% BSA, 0.5 mM spermidine, 2 mM EDTA, 5% digitonin, and cOmplete EDTA-free protease inhibitor cocktail. The antibodies (table S4) were diluted (1:100) in the same buffer before overnight incubation at 4°C. Samples were washed with dbe + buffer and then incubated for 1 hour at room temperature with Proteins A and G fused to Micrococcal Nuclease produced in *E. coli *for CUT&RUN Assays (CUTANA pAG MNase) (EpiCypher, #15-1016) diluted in dbe + buffer. After a wash in dbe + buffer, DNA was cleaved in wash + C buffer on ice for 30 min. The cleavage reaction was stopped, and samples were treated with ribonuclease A for 30 min at 37°C. After 2 hours of proteinase K treatment at 50°C, DNA was recovered using Ampure XP beads (Beckman Coulter). Library preparation and sequencing were performed as detailed for ChIP-seq.

### Processing of ChIP-seq and CUT&RUN data

Sequencing adapters were removed using TrimGalore (v0.6.6, --paired, --stringency 6). Resulting reads were mapped to the dm6 genome using bowtie2 (v2.4.2) reporting at most one hit for each read (the best one according to Mapping Quality score). Peaks were called using MACS2 (v2.2.7.1) to capture narrow (-q 0.05 -g dm) and broad peaks (-q 0.05 -g dm –broad –broad-cutoff 0.1). As a control, we used a ChIP with immunoglobulin G (IgGs) for each condition except for TET-GFP and TET^CD^-GFP, which were compared to ChIPs with GFP in a *w^1118^* background. Final peak calling was done on merged replicates.

Chromatin state predictions were done using CHROMHMM software (*60*). We used the following public dataset: STARR-seq of BG3-c2 enhancers GSE49809 (*94*); ChIP-seq Cg GSE77582 (*63*); ChIP-seqs CP190 and CTCF GSE146752 (*64*); ChIP-seqs E(z), Ph, Psc GSE102339, and Pho GSE102338 (*44*); ChIP-seq H3K36me3 PRJNA494709 and RNA PolII PRJNA564118 (*58*); ChIP-seq H3K4me1 GSE126985 (*47*); Dam-ID HP1a GSE109495 (*59*). Signal heatmaps and profiles were provided with plotheatmap() and plotprofile() functions from the deeptools software suite, respectively. The Meme suite was used to find enriched motifs in peaks by applying the STREME function.

### Reverse transcription followed by quantitative polymerase chain reaction

For RT-qPCR, RNA samples were prepared from dissected larval CNS using an RNeasy kit (Qiagen) with an additional on-column deoxyribonuclease (DNAse) treatment with the RNase-Free DNase Set (Qiagen). Reverse transcription was performed with SuperScript IV Reverse Transcriptase (Thermo Fisher Scientific) on 100 ng of RNA, using a mix (1:1) of random primers (Promega) and oligo dT (Promega) according to the manufacturer’s instructions. qPCRs were performed with the SsoFast EvaGreen reagent (Bio-Rad) on a LightCycler 480 Instrument II (Roche Life Science). Primer sequences used in RT-qPCR are provided in table S4. qPCR data were analyzed with the ∆∆Ct method, and gene expressions were normalized to *glyceraldehyde-3-phosphate dehydrogenase 1 (gadph1)*. All experiments were performed in biological quadruplicates.

### Coimmunoprecipitations

Immunoprecipitation reactions were carried out as described in (*63*). Proteins from dissected third instar larval CNS were extracted in cold PBS supplemented with cOmplete EDTA-free protease inhibitor cocktail (Merck). Tissues were crushed with a motorized pestle in a buffer containing 25 mM Hepes, 0.1 mM EDTA, 12.5 mM MgCl_2_, 10% glycerol, 0.01% NP-40, 10 mM NaCl, and a cOmplete EDTA-free protease inhibitor cocktail before sonication with the Bioruptor pico device (Diagenode) (settings: 3 cycles, 30 s on/30 s off). Protein concentration was assayed by the DC Protein Assay (Bio-Rad), and 1 mg of proteins was used per reaction. Proteins were precleared with a 50:50 mix of protein A agarose beads (Sigma-Aldrich) and protein G Sepharose Fast Flow beads (Sigma-Aldrich) for 4 hours at 4°C. After bead elimination, samples were incubated with anti-Ph or anti-E(z) (1:200) overnight at 4°C. Beads were then added to the samples for 4 hours at 4°C. After three washes in the same buffer, proteins were boiled directly in 4× Laemmli sample buffer before being subjected to Western blot analysis (see below).

### Western blots

Proteins were loaded on 7.5% or 4 to 20% Mini-PROTEAN TGX Stain-Free Gels (Bio-Rad) after the addition of 4× Laemmli sample buffer and denaturation at 95°C for 5 min. After migration, proteins were transferred to a nitrocellulose blotting membrane (Amersham). Membranes were washed in tris-buffered saline (TBS) and then blocked for 1 hour at room temperature in blocking solution (TBS, 10% milk, and 0.1% Tween 20). The primary antibodies were diluted in washing buffer (TBS, 2% milk, and 0.1% Tween 20) and incubated with the membranes overnight at 4°C at the following concentrations: anti-Ph (1:1000), anti-E(z) (1:1000), anti-Pho [1:1000, a gift from J. Kassis; (*44*)], anti-GFP (1:1000: Takara, JL-8), and anti-tubulin (1:1000; Sigma-Aldrich, DM1A) (table S4). Membranes were washed three times in washing solution and incubated with the appropriate HRP-conjugated secondary antibodies for 2 hours at room temperature. Detection was performed using the Clarity Western ECL substrate (Bio-Rad) according to the manufacturer’s instructions, and the signals were analyzed with the ChemiDoc MP Imaging System (Bio-Rad).

# Supplementary material for: Drosophila TET acts with PRC1 to activate gene expression independently of its catalytic activity
**Source:** Sci Adv. 2024 May 3;10(18):eadn5861. doi: 10.1126/sciadv.adn5861
**Supplement:** Supplementary file 1 — Figs. S1 to S12 Legends for tables S1 to S4

Supplementary Materials for  
***Drosophila* TET acts with PRC1 to activate gene expression independently of  
its catalytic activity**

Guerric Gilbert *et al.*

*Sci. Adv.* **10**, eadn5861 (2024)  
DOI: 10.1126/sciadv.adn5861

**The PDF file includes:**

Figs. S1 to S12  
Legends for tables S1 to S4

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S4

**Figure S1**

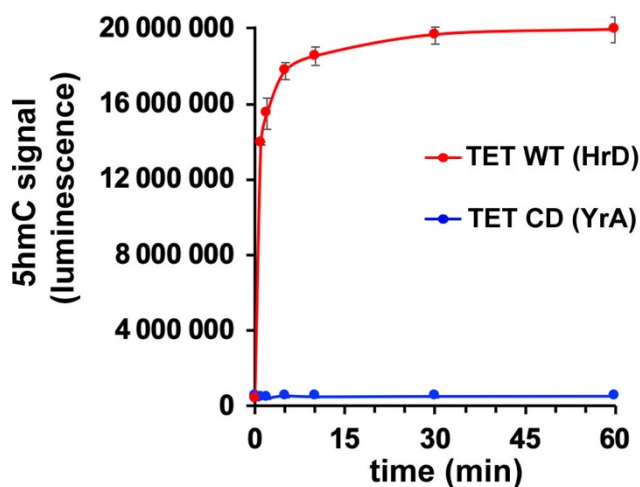

**Fig. S1. Mutation of TET iron binding motif abolishes its enzymatic activity *in vitro*.**

The levels of 5hmC produced at different time points following the incubation of 5mC DNA with recombinant TET catalytic domain carrying a wild type (WT, red) or mutated (CD, blue) iron binding motif are represented. Error bars denote standard deviations from 3 independent experiments.

**Figure S2**

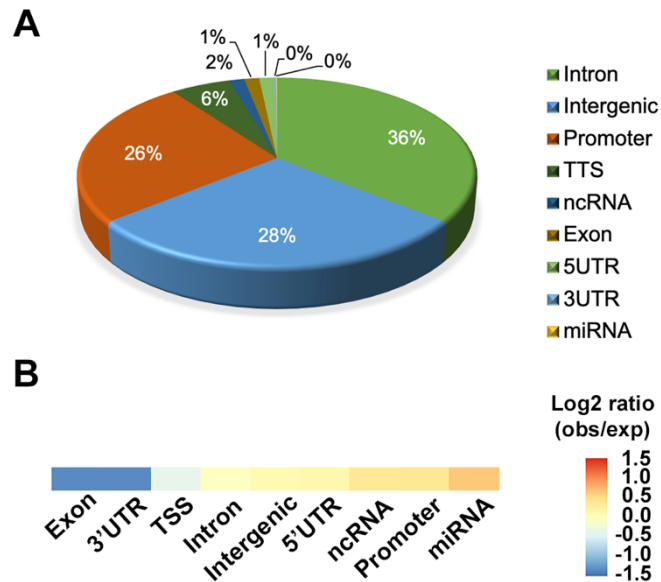

**Fig. S2. Analyses of TET<sup>CD</sup>-GFP ChIP-seq peaks repartition in the *Drosophila* genome.** (A) Pie chart of TET<sup>CD</sup>-GFP peaks distribution according to RefSeq genomic annotations. (B) Heatmap showing TET<sup>CD</sup>-GFP enrichment according to genomic features.

**Figure S3**

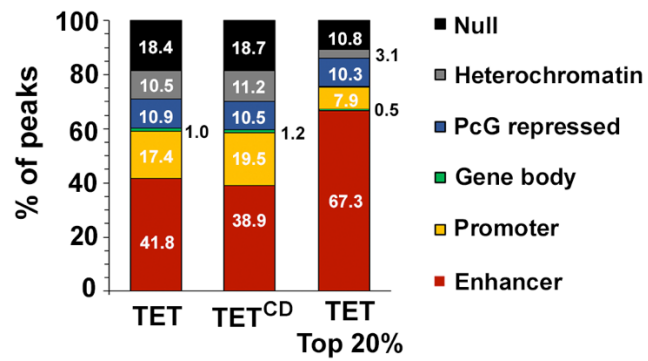

**Fig. S3. TET essentially binds to enhancer regions.** The proportions of TET and TET<sup>CD</sup> ChIP-seq peaks associated with each of the 6 chromatin states as defined using ChromHMM in Fig. 2E are represented.

**Figure S4**

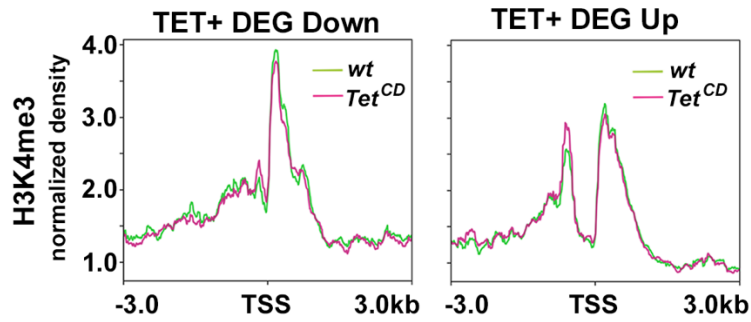

**Fig. S4. The loss of TET enzymatic activity does not alter the H3K4me3 profile of its target genes.** H3K4me3 CUT&RUN profiles in wild type (green) or *Tet<sup>CD</sup>* (pink) condition of genes bound by TET and down-regulated (left panel) or up-regulated (right panel) in the CNS of *Tet<sup>CD</sup>* larvae. TSS: Transcription Start Site.

**Figure S5**

**A**

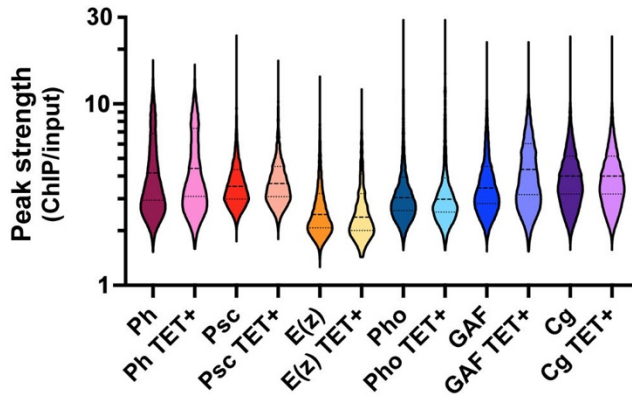

**B**

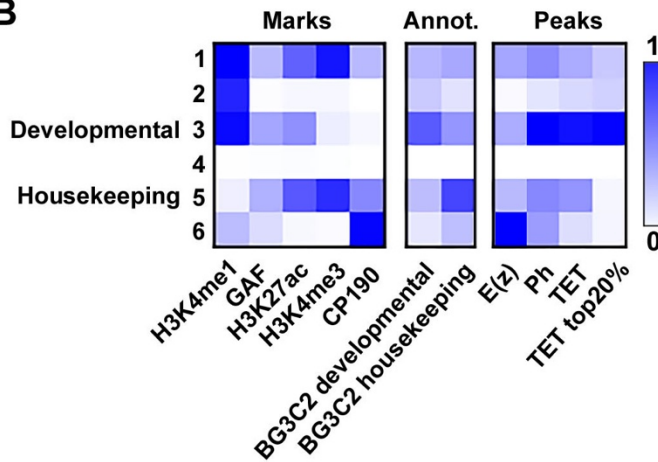

**Fig. S5. Polycomb protein peak strength is not dependent on TET binding and TET is associated with developmental enhancers.** (A) Violin plot of peak strength showing total peaks or peaks that colocalize with TET (TET+) of the indicated PcG proteins (Ph, Psc, E(z)) or recruiter proteins (Pho, GAF, Cg). (B) Heatmap of the CNS larval chromatin states: developmental and housekeeping enhancers were identified with the ChromHMM package using ChIP-seq or CUT&RUN signals for H3K4me1, H3K4me3, H3K27ac, GAF and CP190. States 3 and 5 correspond, respectively, to developmental or housekeeping enhancers, as confirmed by the projection of the dataset of STARR-seq signals (Annot.) from the neuronal cell line BG3-c2 cells (94) for these two categories of enhancers.

## Figure S6

A

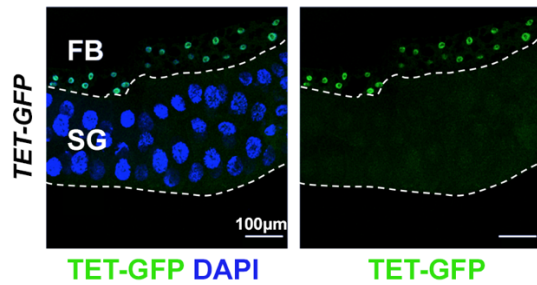

B

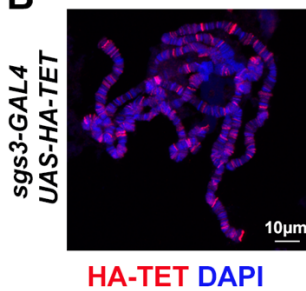

**Fig. S6. TET is not expressed in the larval salivary gland and binds chromatin upon ectopic expression.** (A) Immunostaining against GFP showing the expression of the endogenous TET protein tagged with GFP (*TET-GFP* knock-in) in the larval salivary gland (SG) and surrounding fat body (FB). Left panel: DAPI and GFP. Right panel: GFP only. (B) Immunostaining against HA on salivary gland polytene chromosomes showing the ectopically expressed HA-tagged TET protein (*sgs3-GAL4; UAS-HA-TET*). DNA was stained with DAPI.

**Figure S7**

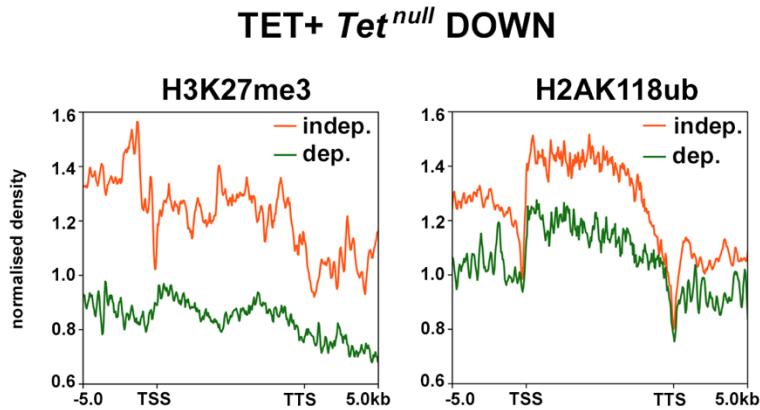

**Fig. S7. Genes activated by TET in a catalytic-independent manner display higher levels of H3K27me3 and H2AK118ub.** H3K27me3 (left panel) and H2AK118ub (right panel) CUT&RUN signal profiling in the CNS from wild type larvae on genes bound by TET and down-regulated specifically in *Tet*<sup>null</sup> (catalytic-independent, orange) or both in *Tet*<sup>null</sup> and *Tet*<sup>CD</sup> (catalytic-dependent, green). TSS: transcription start site. TTS: transcription termination site.

**Figure S8**

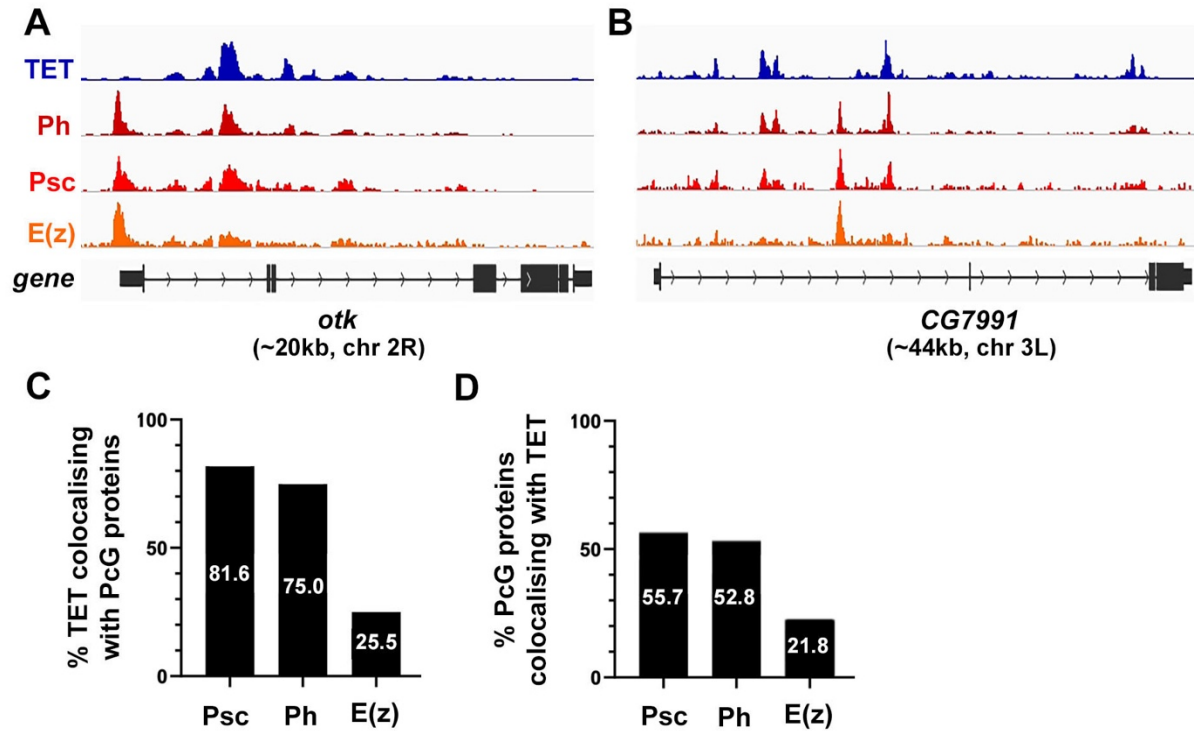

**Fig. S8. TET colocalizes preferentially with PRC1 rather than with PRC2.** (A, B) IGV tracks showing the binding pattern of TET, Ph and E(z) on *otk* (A) and *CG7991* (B). (C) Proportions of TET peaks aligned with at least one Ph or E(z) peak among TET+ genes down-regulated in *Tet<sup>null</sup>* larval CNS. (D) Proportions of Psc, Ph or E(z) peaks aligned with at least one TET peak among TET+ genes down-regulated in *Tet<sup>null</sup>* larval CNS.

Figure S9

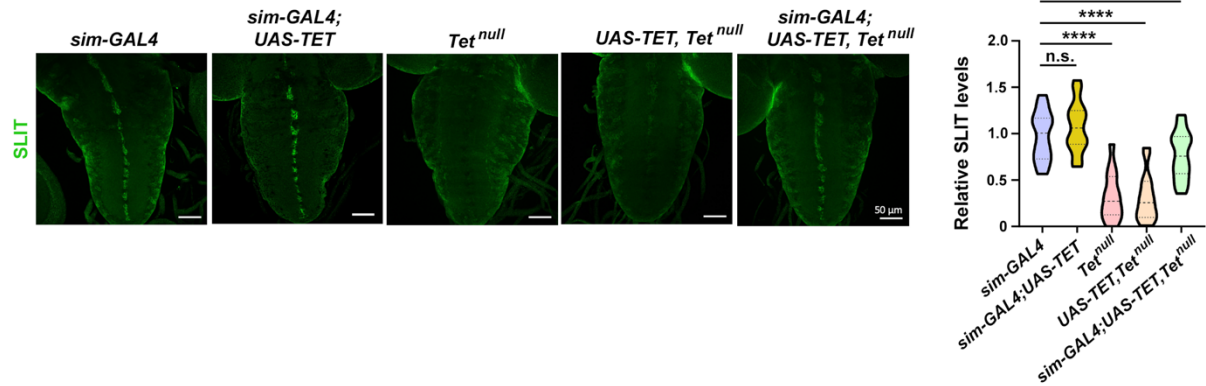

**Fig. S9. The re-expression of TET in the ventral midline of *Tet<sup>null</sup>* larvae is sufficient to restore Slit expression.** Left panels: immunostaining showing Slit expression in the ventral nerve cord of third instar larvae of the indicated genotypes. Scale bar, 50  $\mu\text{m}$ . Right panel: quantification of Slit levels in the ventral midline (n=18 per genotype). \*\*\*\*: One-way ANOVA p<0.0001.

**Figure S10**

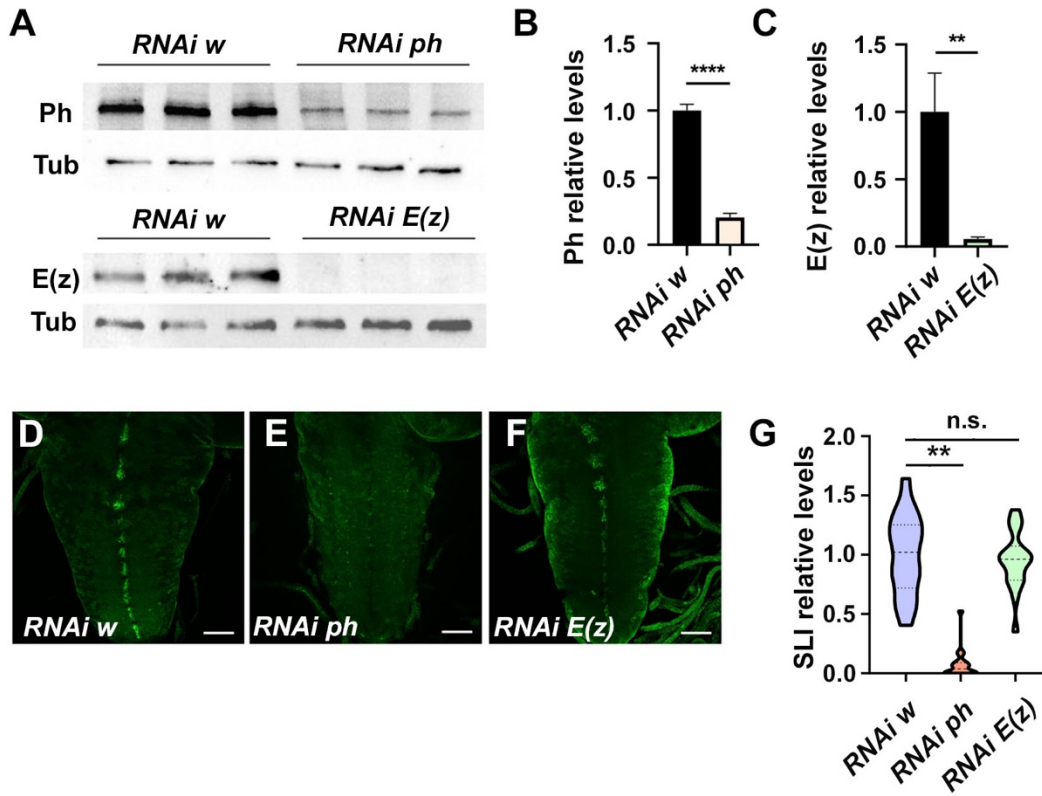

**Fig. S10. The knock-down of Ph but not E(z) expression causes a reduction in Slit expression.** *tub-GAL4*, *tub-GAL80<sup>ts</sup>* individuals carrying *UAS-RNAi* transgene directed against *white* (*w*), *ph* or *E(z)* were raised at 18°C for 104h then switched at 29°C for 48h and their CNS were dissected. (A) Western blots showing the expression of Ph, Tubulin (Tub) or E(z) in the CNS of third instar larvae expressing an RNAi against *w*, *ph* or *E(z)*. (B, C) Corresponding quantifications of Ph (B) and E(z) (C) protein levels relative to Tub expression. Student's t-test \*\*\*\*:  $p < 0.0001$ , \*\*:  $p < 0.01$ . (D-F) Immunostaining showing Slit expression in the ventral nerve cord of third instar larvae expressing an RNAi against *w* (D), *ph* (E) or *E(z)* (F). (G) Corresponding quantifications of Slit levels in the ventral midline ( $n=18$  per genotype). Scale bar, 50  $\mu\text{m}$ . One-way ANOVA \*\*:  $p < 0.01$ , n.s. non-significant.

**Figure S11**

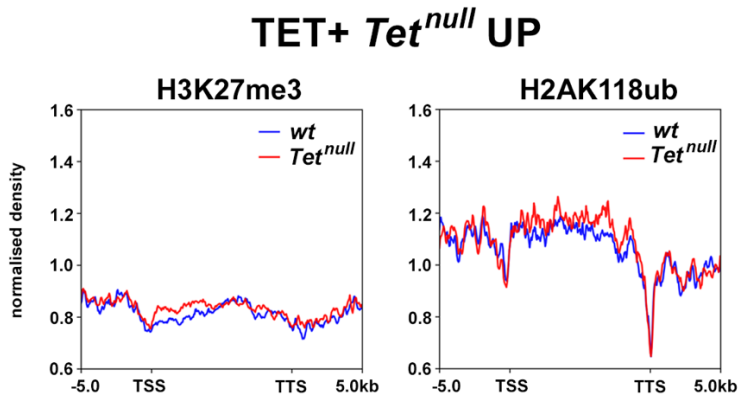

**Fig. S11. The H3K27me3 and H2AK118ub profiles of genes bound and repressed by TET are not affected by the loss of TET.** H3K27me3 (left panel) and H2AK118ub (right panel) CUT&RUN signal profiling in the CNS from wild type (*wt*, blue) or *Tet*<sup>null</sup> (red) larvae on genes bound and repressed by TET. TSS: Transcription Start Site. TTS: Transcription Termination Site.

**Figure S12**

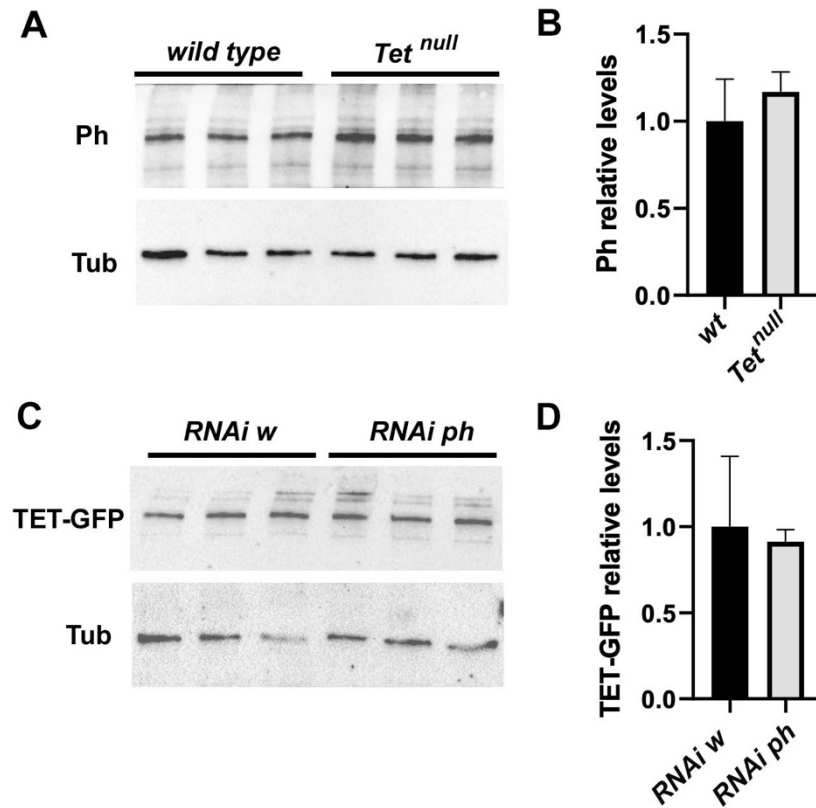

**Fig. S12. TET and Ph do not cross-regulate their expression.** (A, C) Western blots showing the expression of Ph and Tubulin (Tub) in the CNS of wild type or *Tet*<sup>null</sup> third instar larvae (A), or the expression of TET-GFP and Tub in the CNS of third instar larvae expressing an RNAi against *w* or *ph*. (B, D) Corresponding quantifications of Ph (B) and TET-GFP (D) protein levels relative to Tub expression.

**Table S1.** List of differentially expressed genes between *Tet<sup>null</sup>* and wild type third instar larval CNS.

**Table S2.** List of differentially expressed genes between *Tet<sup>CD</sup>* and wild type third instar larval CNS.

**Table S3.** List of enriched terms for all the genes either deregulated in *Tet<sup>null</sup>* or *Tet<sup>CD</sup>* or only deregulated in one or the other case (*Tet<sup>null</sup>* spe; *Tet<sup>CD</sup>* spe).

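Each line of the table is 1 gene set of Gene Ontology, KEGG, Panther or Reactome tested with Pangea. It gives the size of the set, the number of changed genes that belong to it, the fold enrichment over the number that chance gives among genes expressed in the larval CNS, and the p-value before and after Benjamini-Hochberg correction. The symbols and FlyBase identifiers of the changed genes follow. Sets overlap, so a gene such as *verm* or *obst-A* counts in several lines, and lines with shared genes are not separate observations.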

**Table S4.** List of primers and antibodies used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

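RNA from the larval CNS, with 30 brains in each RNA sample, was sequenced by Novogene, as the paper states. The authors trimmed the reads with Cutadapt, aligned them with Hisat2 to dm6, counted them on genes with HTSeq-Count, and computed the deposited RPKM values with Cufflinks, as their methods state. The authors called differential expression from the counts with DESeq2. The counts were not used here, so the deposited RPKM values, 1 column per library and not pooled, are the starting point of every number given here.

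Columns of the table were matched to samples by name, which gave 4 wild-type and 4 *Tet CD* libraries. The other 4 columns of per-sample values matched no sample label and no list in the paper, and they were not used in any step. *Tet null* was therefore not analysed here, nor was the direct comparison of the 2 mutants, and the fit planned over all 3 groups was made with the 8 matched libraries. The ChIP-seq and CUT&RUN experiments were not analysed here. Of the rows of the table, 2496 were at 0 in all 8 libraries and 82 had no symbol. The copies of tables S1 and S2 at hand each held 1999 of 17869 entries, and all 1999 were the same in both copies, so neither was used.

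The number of reads behind the values was worked out from the steps between low values. For the genes under 0.3 RPKM, the library size was sought at which the values, multiplied by exon length, are whole reads within 0.01. Between 97.6 and 98.1% of them were, against 2% for values not made of whole reads. This gave 17500000 to 32600000 reads per library. Exon lengths and positions came from the current Ensembl annotation of the same assembly, which is later than the authors' and covers 98.4% of the genes in the table. Of the 9357 genes tested, 9161 have an exon length. A group with at most 3 reads in each library was taken as at the floor, and a fold change against it is given as a lower bound.

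Values were compared on the log2(RPKM + 0.5) scale with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend over mean expression), over the 9357 genes with a mean of at least 0.5 RPKM in the 8 libraries. A gene was called at a Benjamini-Hochberg adjusted p below 0.01 and a fold change above 1.2. For single genes and list medians, a two-sided exact permutation test over the 70 arrangements of 4 against 4 libraries was made, whose smallest p is 0.0286. Summaries and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The fit was tested on simulated data with 9357 genes, of which 200 were changed by 1 on the log2 scale, alternately up and down. Of these, 160 were called, with 1 false call and 0 in the wrong direction. With no gene changed 0 were called. With a trend over exon length added to replicates 2 and 3 of the mutant group, 146 were called, with 1 false call. The simulated noise was independent between libraries and had the same spread in both groups, unlike the real libraries.

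The genes named are those the paper names for its RNA-seq results, the genes table S3 lists for the EGFR, dermatan sulfate, HSF1 and sweet taste terms, the marker genes, and the 3 largest rises and 3 largest falls among called genes with at least 1 RPKM in the higher group and no overlap between groups. This rule was written before the data were examined. Other genes are named with a statement that they were chosen afterwards. The lists of table S3 were followed without an enrichment test, because the study selected them on these libraries. Lists of markers, 15 in all with 108 genes of which 106 were found in the table, were also written before the data were examined: fat body, salivary gland, body wall muscle, hemocyte, trachea, larval cuticle, ring gland, eye disc, male dosage compensation RNA, ecdysone response, heat shock, astrocyte, other glia, neuroblast and neuron.

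The alternatives set beforehand were a pseudocount of 0.1 or 1, no filter on low values, a filter at a mean of 2 RPKM, median-of-ratios scaling, the replicate number as a block, limma's array weights, and leaving out each library in turn. Alternatives chosen after seeing the data were removing the trend over exon length or GC content from each library with a lowess of span 0.3, thinning the libraries to equal depth, and an adjusted p below 0.05. The fit over the compared groups alone is the reported fit, since no other group was used.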

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

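In this part, the tests of the fat body markers and of *w* were chosen after the result was seen, and they were made on the same genes that showed the pattern. Of 170 groups of 4 libraries, 7 held a library far from the other 3, and chance gives 8.5, so these libraries are no more frequent than chance gives.

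Most of these values are small departures. *tap* was at 20.4 RPKM in *Tet CD* replicate 4, against 17.9 to 18.2 RPKM in the other 3 replicates. *eve* was at 0.360 RPKM in wild-type replicate 4, against 0.480 to 0.496 RPKM. *CanA1* was at 1.15 RPKM in *Tet CD* replicate 1, against 0.691 to 0.768 RPKM. *Gr64a* was at 0.0309 RPKM in wild-type replicate 4 and listed at 0 in the other wild-type libraries, and *snoRNA:Me18S-A1806* was at 0.696 RPKM in *Tet CD* replicate 3 and listed at 0 in the other *Tet CD* libraries. Each of the last pair of values is 1 read. The median log2 ratio of the negative regulators of EGFR signalling was 0.021 in wild-type replicate 1, against −0.0056 to −0.0027. No explanation was tested for these 6 values.

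The fat body list had a median log2 ratio of 2.70 in *Tet CD* replicate 2, against −0.53 to −0.37 in the other *Tet CD* libraries. All 5 tested fat body markers were highest in that replicate among the *Tet CD* libraries, with 20.8 RPKM for *Fbp2* and 16.7 RPKM for *Fbp1*. The list was also high in wild-type replicate 4, with a median of 1.86. Those 5 markers are the list itself, so they restate the high value, and fat body carried along with the CNS cannot be told apart from a change of expression within the CNS. Without *Tet CD* replicate 2 the median log2 fold change of the list was −0.53, in place of 0.28.

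Signal in genes outside those the paper discusses was also seen. Among the called genes, 6 were below 0.1 RPKM in each wild-type library and at least 1 RPKM on average in *Tet CD*: *CG33509*, *CG6933*, *CR43610*, *Gr64a*, *ppk13* and *w*. All but *Gr64a* were chosen after their values were seen. *CG33509* and *ppk13* are neighbours on 2L. The other way round, 3 genes (*Oseg5*, *gt* and *snoRNA:Me28S-C788a*) were on in wild type and below 0.1 RPKM in *Tet CD*; *Oseg5* and *gt* were also chosen after their values were seen. For *w*, the highest number of reads in a wild-type library was 3 and the lowest in a *Tet CD* library 103, at least 43.6-fold higher in *Tet CD*. The wild-type strain is named after a mutant allele of *w*. These reads are the values that drew attention to *w*, so a strain variant and an effect of the catalytic mutation on *w* cannot be told apart from them. For the other genes of this group no explanation was tested gene by gene, and an effect of the catalytic mutation stays open.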

How the results depend on the processing

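Removing the trend over exon length or GC content, thinning to equal depth, and an adjusted p below 0.05 were chosen after seeing the data.

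The counts of 109 higher and 126 lower genes stayed within 1.5 times with a pseudocount of 0.1 or 1, no filter on low values, a filter at 2 RPKM, median-of-ratios scaling, the GC trend removed and equal depth, with 78 to 129 higher and 91 to 131 lower genes. Limma's array weights gave 826 higher and 1024 lower genes, and all 235 reported genes were among them. They put a weight of 6.32 on *Tet CD* replicate 3 and 0.318 to 0.399 on the other *Tet CD* replicates. With these weights, 2 of the 35 splits of the 8 libraries gave as many genes, another split giving 1992, so these larger counts are not beyond what other splits gave. Without weights, 1 of the 35 splits, the real one, gave as many higher genes, and 1 as many lower genes. With the trend over exon length removed, 173 genes were higher and 189 lower, and at an adjusted p below 0.05 there were 442 higher and 350 lower genes, the last because more genes pass a looser threshold. For the other changes the cause was not tested.

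With the replicate number as a replicate block, 51 genes were higher and 60 lower. The same-numbered libraries do not behave as pairs: after the group means were taken out, their correlations across genes were 0.24, −0.19, 0.04 and −0.10, where genes are not independent replicates. The block costs degrees of freedom without such pairs.

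Across the 8 fits that each left out 1 library, 52 to 205 genes were higher and 71 to 203 lower. Without *Tet CD* replicate 4 there were 205 and 203. Counts fell by more than 1.5 times without *Tet CD* replicate 3 (52 and 80), wild-type replicate 1 (52 and 71), replicate 2 (57 and 77) and replicate 3 (53 and 77), and the higher genes also without wild-type replicate 4 (70). These fits have fewer samples.

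Of 53 single genes, 38 kept their direction and side of the threshold in each fit, and the 10 called genes were called in all 8 fits with a library left out. With array weights 10 genes passed the threshold that had not: *Tet*, *Ephrin*, *Eph*, *fax*, *LanA*, *CenG1A*, *Dscam3*, *Abd-B*, *Cbl* and *Ids*. The sign of 5 genes near 0 changed. *stumps* went to 0.037 with the length trend removed and ranged from −0.087 to 0.0052 with a library left out. *Pura* went to −0.072 with array weights and ranged from −0.038 to 0.071. *ph-d* went to 0.011 with the length trend removed. *rau* ranged from −0.077 to 0.045. The Hsp70Bc log2 fold change went to −0.13 with array weights and −0.00399 at equal depth, and ranged from −0.082 to 0.080. The cause was not tested. The median of the 7 axon guidance genes went from −0.22 to −0.07 with the length trend removed, which shows that much of it goes with exon length. Of the other list medians, those for sweet taste, HSF1, ecdysone response and astrocyte moved by more than the spread between replicates under at least 1 alternative.

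Depth limits genes with low values: at 0.5 RPKM a gene of the median exon length has 18.2 reads in the shallowest library. Results for *Tet null* were not run, since its libraries were not analysed here.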

Differences from the paper's values

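The paper reports 543 up-regulated genes in *Tet CD*, and 109 were found here. For down-regulated genes the paper's number is 350, and 126 were found here. None of the alternatives set before the data were examined closed either gap: array weights gave 826 and 1024 genes, and the others 51 to 205 higher and 60 to 203 lower genes. At an adjusted p below 0.05, an alternative chosen after seeing the values, 442 genes were higher and 350 lower.

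Of the 41 tested genes that table S3 lists for tracheal tube size, chitin metabolism and cuticle development in *Tet CD*, 5 were called here, although all 41 were higher. With array weights 34 of them were called.

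The paper places *tap* among the genes that TET activates independently of its enzymatic activity. Of the 12 such genes it measured by RT-qPCR, all 12 were tested here and 1, *tap*, was called. With array weights *CenG1A* and *Dscam3* also passed the threshold. Here *tap* (FBgn0015550) was lower in every *Tet CD* library than in any wild-type library, with 18.6 ± 1.16 RPKM (SD, n = 4) against 41.2 ± 1.05 RPKM (SD, n = 4), a log2 fold change of −1.13 (standard error 0.06, adjusted p = 5.16e-06 from limma), and it was called in each of the 8 fits with a library left out.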

Other observations

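In this part, the tests of the exon length trend in called genes, of genes near *Tet*, of fragmented RNA, of attached tissue of every kind and of the histone genes were chosen after the result was seen.

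Technical explanations for the 235 called genes were weighed as a set. With the trend over exon length removed from each library, 229 of the 235 were called in the same direction, with the trend over GC content removed 229, and with the libraries thinned to equal depth 217, which argues against each of these as the whole cause. Within 1 Mb of *Tet*, 3 of 141 tested genes were called, 2.13%, against 2.52% elsewhere (Fisher's exact test, p = 1), so variants within 1 Mb of the allele do not account for the set. Linked variants farther from *Tet* on 3L were not tested. Called genes stood next to each other more often than random genes: 18 pairs of neighbouring tested genes were both called, with the histone cluster left out, against a median of 5 and a maximum of 17 in 10000 random draws (permutation test, p = 0.0001, the smallest the draws can give). This is consistent with a difference in strain background between the mutant and wild-type stocks at places other than *Tet*. Shared regulation of neighbouring genes by TET would give the same and was not tested.

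Long genes were lower in *Tet CD* replicates 2 and 3. At a given gene span, the partial rank correlation across genes with exon length was −0.148 in replicate 2 and −0.0967 in replicate 3, and at a given exon length that with gene span was 0.0021 and 0.0027; genes are not independent replicates. Fragmented RNA in these libraries is a candidate explanation, and an effect of the mutation on long transcripts stays open, although the trend is absent from replicates 1 and 4, with rank correlations of 0.02 and 0.11. The same rank correlation was −0.333 in replicate 2, −0.220 in replicate 3 and −0.154 in wild-type replicate 1. The partial rank correlation with exon length was −0.182 in wild-type replicate 1, larger in size than in *Tet CD* replicates 2 and 3, and in the longest of 5 classes of exon length the median log2 ratio was −0.32, −0.12 and −0.04 in these libraries. The lower *Tet* level of the same replicates goes in part with this trend, since the log2 fold change was −0.46 in place of −0.70 once it was removed. The log2 ratio of *Tet* was −1.53 in replicate 2 and −1.07 in replicate 3, where the 200 genes nearest in exon length had medians of −0.64 and −0.32, and 16% and 15.5% of them were lower than *Tet*.

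The rise of the tracheal, chitin and cuticle genes was set against the tissue markers. Tracheal markers rose more than ring gland markers, by 0.92 on the log2 scale (exact permutation test, p = 0.0286). The lowest *Tet CD* library was at 0.58 and the highest wild-type library at 0.34. This argues against an equal rise of every attached tissue, but only ring gland was set against trachea. Medians of the hemocyte, larval cuticle and eye disc lists were also positive. More of these tissues together with trachea is therefore not argued against. With the level of *Gasp*, *serp* and *knk* as a covariate, the median log2 rise of the 41 genes of the 3 lists was 0.23 in place of 0.88, and 92.7% of these genes had a positive slope on it against 47.1% of all genes. More tracheal tissue in the *Tet CD* samples is a candidate explanation for the lists as a whole, but not every gene goes with it. The tracheal marker *trh* was lower in *Tet CD*, with 5.30 against 6.16 RPKM and a log2 fold change of −0.21. Across *Tet CD* replicates 1 to 4, where *Gasp* declined, *Ddc* was at 18.0, 19.1, 20.8 and 21.4 RPKM and *CG6933* was lowest in replicate 1 and then at 1.17, 1.27 and 2.11 RPKM. A regulator shared by tracheal genes that changes in *Tet CD* would also give this and stays open. *Gasp* was at 57.4, 49.5, 35.2 and 30.2 RPKM in *Tet CD* replicates 1 to 4, and the tracheal list shares 2 of its 6 genes with the lists of the study.

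No gene of the 15 marker lists was called over all genes. The median log2 fold change was 0.28 for fat body, 0.01 for salivary gland, 0.23 for body wall muscle, 1.32 for hemocyte, 0.82 for trachea, 0.71 for larval cuticle, −0.25 for ring gland, 0.44 for eye disc, 0.16 for male dosage compensation RNA, −0.34 for ecdysone response, −0.14 for heat shock, 0.04 for astrocyte, 0.23 for other glia, −0.01 for neuroblast and −0.55 for neuron. Numbers of genes at an unadjusted p below 0.05 were highest for neuron and ecdysone response, 6 each of 7 and 10 tested, and were 5 of 6 for trachea, 5 of 8 for other glia, 4 of 5 for hemocyte and 4 of 5 for eye disc. Single libraries decide several medians: ring gland changed to 0.03 without *Tet CD* replicate 4, larval cuticle to 0.21 without *Tet CD* replicate 1, and neuron to −0.36 without *Tet CD* replicate 2. With each library left out in turn, salivary gland ranged from −0.35 to 0.30. Male dosage compensation RNA ranged from 0.02 to 0.40, body wall muscle from 0.12 to 0.32 and heat shock from −0.17 to −0.05.

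All 17 tested copies of *His4*, chosen after their values were seen, fell in *Tet CD*. Of the 47 tested copies of *His1*, *His2A*, *His2B* and *His3*, 9 fell, all of them among the 15 copies of *His1*, and the rest rose. The median wild-type levels of these families were 0.708 RPKM for *His1*, 0.591 for *His2A*, 0.426 for *His2B* and 0.569 for *His3*, which is few reads on short genes, and the copies within a family are not separate observations. A fall of *His4* alone and a lower level of all replication-dependent histone RNAs therefore cannot be told apart. The 17 copies are nearly identical and count as a single observation. Since all were picked for their fall, reads shared between copies cannot be told apart from separate falls of the copies. No biological explanation was tested.

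Among the genes table S3 lists for *Tet null*, *Gr64a* was at 3.11 ± 0.905 RPKM (SD, n = 4) in *Tet CD* and at most 1 read in any wild-type library, at least 27.0-fold higher (adjusted p = 3.83e-05 from limma). *Gr64b*, *Gr64c*, *Gr64d* and *Gr64e* were listed at 0 in all 8 libraries, and *Gr61a* had a log2 fold change of 0.17. In the current annotation *Gr64b* and *Gr64c* have the same coordinates, and *Gr64d* and *Gr64e* overlap. Whether reads shared between genes were counted is not stated, so these zeros do not show that the genes were silent. Of the 7 tested HSF1 genes none was called and 1 had an unadjusted p below 0.05, with a median of 0.16 that was 0.05 without *Tet CD* replicate 1. Of the Polycomb genes, *ph-p* had a log2 fold change of −0.17 (adjusted p = 0.331), *ph-d* −0.10 (0.531), *Psc* −0.25 (0.150) and *E(z)* 0.13 (0.134), all from limma. Without *Tet CD* replicate 2 these values were −0.064, −0.0089, −0.14 and 0.11. With the trend over exon length removed they were −0.040, 0.011, −0.13 and 0.13, in the same order. *Abd-B* was lower by a log2 fold change of −0.32 (0.0940), and −0.11 with the trend over exon length removed.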
